# Control of Neural Daughter Cell Proliferation by Multi-level Notch/Su(H)/E(spl)-HLH Signaling

**DOI:** 10.1371/journal.pgen.1005984

**Published:** 2016-04-12

**Authors:** Caroline Bivik, Ryan B. MacDonald, Erika Gunnar, Khalil Mazouni, Francois Schweisguth, Stefan Thor

## Abstract

The Notch pathway controls proliferation during development and in adulthood, and is frequently affected in many disorders. However, the genetic sensitivity and multi-layered transcriptional properties of the Notch pathway has made its molecular decoding challenging. Here, we address the complexity of Notch signaling with respect to proliferation, using the developing *Drosophila* CNS as model. We find that a Notch/Su(H)/E(spl)-HLH cascade specifically controls daughter, but not progenitor proliferation. Additionally, we find that different *E(spl)-HLH* genes are required in different neuroblast lineages. The Notch/Su(H)/E(spl)-HLH cascade alters daughter proliferation by regulating four key cell cycle factors: Cyclin E, String/Cdc25, E2f and Dacapo (mammalian p21^CIP1^/p27^KIP1^/p57^Kip2^). ChIP and DamID analysis of Su(H) and E(spl)-HLH indicates direct transcriptional regulation of the cell cycle genes, and of the Notch pathway itself. These results point to a multi-level signaling model and may help shed light on the dichotomous proliferative role of Notch signaling in many other systems.

## Author Summary

Communication between cells is critical for controlling proliferation, and the Notch signal transduction pathway plays a well-established and evolutionary conserved role during these processes. However, in spite of numerous studies of this pathway over the years, the genetic sensitivity of the pathway, combined with complexity in the nuclear response to Notch activation, has often precluded an in-depth molecular understanding of the pathway. In addition, findings in many systems point to both anti- and pro-proliferative roles of Notch signaling. Here, we use a number of novel genetic strains–mutants and misexpression transgenes–and focus on a particular role of the pathway; daughter cell proliferation in the embryonic *Drosophila* central nervous system. Combined with genome-wide chromatin binding assays, we are able to decode the pathway and identify both the nuclear effectors downstream Notch, as well the key cell cycle genes involved. We find that Notch activity is gated by a process of direct and indirect transcriptional output, which acts to balance the proliferation decision with high fidelity. These findings shed light on the dichotomous nature of Notch signaling with respect to proliferation control and may point to widely used aspects of the pathway.

## Introduction

The Notch signal transduction pathway plays a central role during animal development, and is also critical for tissue homeostasis during adulthood [1]. Notch signaling typically acts as a short-range, cell-cell communication system, which can trigger a multitude of cellular responses, including proliferation, differentiation and programmed cell death. The outcome of Notch activation is highly context-dependent, and with respect to e.g., proliferation, Notch can act both as an anti- and pro-proliferative regulator [2].

The dynamic response of the genome to Notch receptor activation is multi-faceted [3, 4]. The immediate response involves a tripartite protein complex consisting of the intracellular domain of Notch (NICD), the DNA-binding factor Su(H) (mammalian RBPJ) and the co-factor Mastermind (mammalian Maml1/3) [5, 6]. In *Drosophila*, main direct targets of the NICD-Mam-Su(H) activator complex are the genes of the *Enhancer-of-split* Complex (*E(spl)-C*); founding members of the HES gene family of bHLH transcriptional repressors [7–9]. A delayed response to Notch activation therefore likely involves the repression of secondary target genes by the E(spl)-HLH factors. During early neurogenesis, these E(spl)-HLH factors act by antagonizing the activity and expression of the proneural bHLH factors [10]. However, the full repertoire of HES/E(spl)-HLH targets remains largely unknown. Additionally, *E(spl)-HLH* gene activation by NICD-Su(H)-Mam is context-dependent i.e., different *E(spl)-HLH* genes are activated in response to Notch in different tissues [11]. Therefore, the precise flow of events from receptor cleavage to diverse target gene regulation is often unclear: which specific *E(spl)-HLH* genes are activated, which other target genes are regulated, and at what level(s)? For instance, while Notch signaling is known to regulate cell cycle genes [12], it is unclear whether this regulation is direct via NICD-Mam-Su(H), or indirect via the *E(spl)-HLH* factors; chiefly because the genome-wide binding profiles of *E(spl)-HLH* factors have not been addressed. Finally, whether differences in E(spl)-HLH expression and function contribute to the cell-specific response to Notch receptor activation remains completely unknown, primarily because extensive genetic redundancy has precluded the identification of single-gene mutations and functions for any one of these genes [13–16].

Here, we address the connection between Notch signaling and proliferation control using the *Drosophila* embryonic CNS as model. The CNS is established by some 1,200 neuroblasts (NBs) that delaminate from the neurogenic ectoderm (Fig 1A) [17–20]. NBs divide asymmetrically to self-renew and produce daughter cells with a more limited proliferation potential [21]. For the majority of NBs, early-born daughter cells divide once, to generate two neurons/glia; denoted Type I proliferation mode [22] (Fig 1B). We recently demonstrated that many, perhaps all, NBs undergo a programmed proliferative switch, to generate daughters that directly differentiate into neurons; Type 0 proliferation mode [23](Fig 1B). This Type I>0 proliferation switch requires critical input from a few key cell cycle genes, including *Cyclin E* (*CycE*), *string* (*stg*; mammalian cdc25), *E2f* and *dacapo* (*dap*; p21^CIP1^/p27^KIP1^/p57^Kip2^).

**Fig 1:**
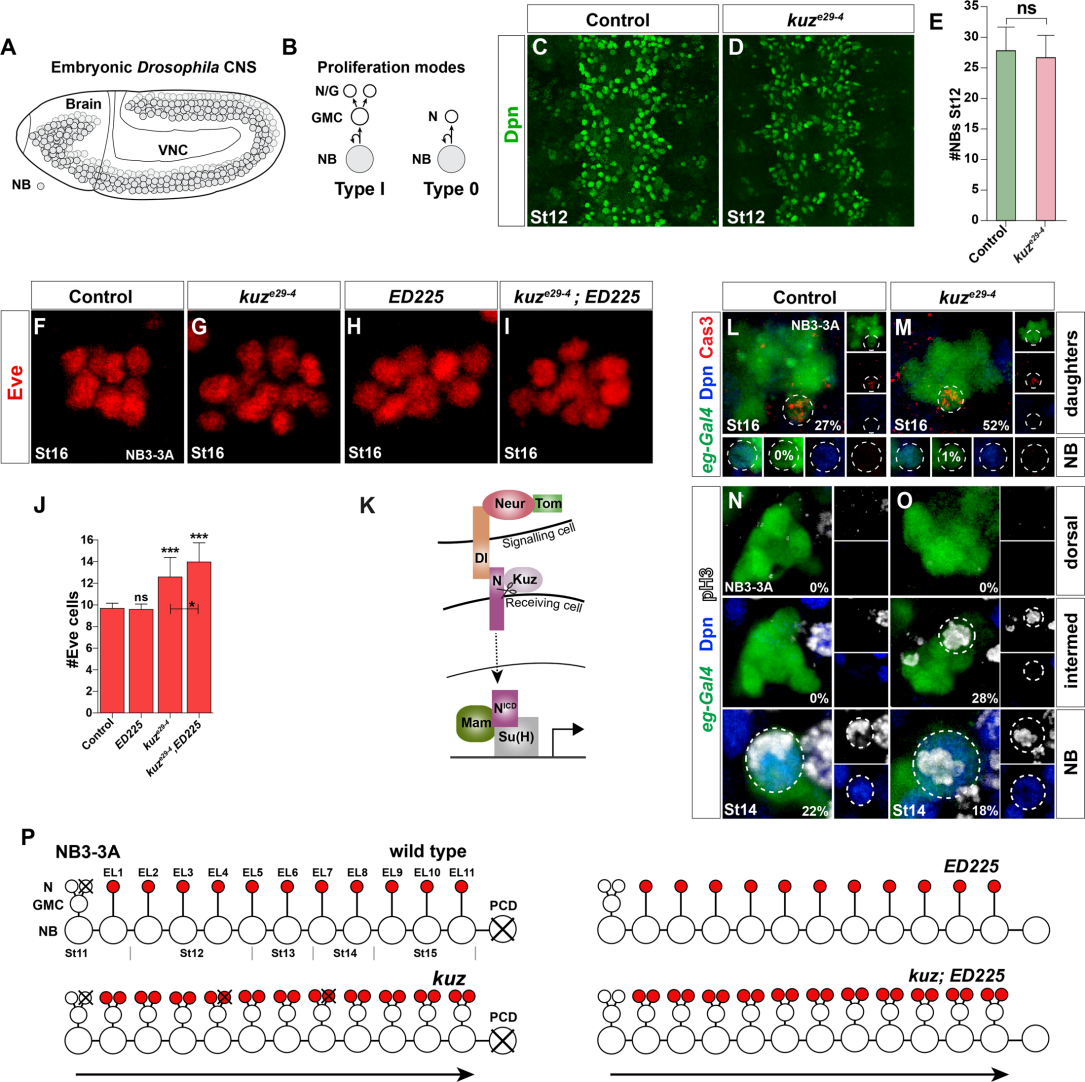
Notch pathway controls Type I>0 daughter proliferation switch in NB3-3A independently of programmed cell death. (A) Embryonic *Drosophila* CNS at St11; NBs outlined. (B) NBs can divide by Type I or Type 0 mode, and many lineages display a Type I>0 switch [23]. (C-E) *kuz*^*e29-4*^ mutants have normal NB numbers (n = 40 T2-A2 segments; Student’s two-tailed T-test; +/-SD). (F-I) The Type 0 cells in the NB3-3A lineage can be visualized by Eve expression. (F) In control at St16, an average of 9.5 Eve cells is observed. (H) *ED225* programmed cell death (PCD) mutants show similar numbers (E). (I) *kuz*^*e29-4*^;*ED225* double mutants show additional Eve cells, when compared to both *kuz*^*e29-4*^ and *ED225* single mutants. (J) Quantification of Eve cell number (* p ≤0.05, ** p≤0.01, *** p≤0.001; n≥60 clusters; Kruskal-Wallis, Dunn’s posthoc; +/-SD). (K) Canonical Notch pathway. (L-M) In line with the extra Eve cells found in the *kuz*^*e29-4*^;*ED225* double mutants, staining for apoptotic cells, using anti-cleaved Caspase3 as read-out, revealed increased PCD in *kuz*^*e29-4*^. There was however no sign of premature cell death of the NB itself. (N-O) NB and daughter proliferation analysis in NB3-3A. (N) As previously described [23], in control after St11 we exclusively detected cell division of the NB itself (Dpn+) (0% daughter divisions; n≥88 lineages). (O) In contrast, in *kuz*^*e29-4*^, we readily detected dividing daughter cells (28% daughter divisions; n≥65 lineages; dorsal and intermed refers to dorsal and intermediate confocal layers, respectively). (Q) In wild type, the NB3-3A undergoes one Type I and 11 Type 0 divisions. The NB exits cell cycle at St15, and undergoes PCD at St17 [23]. There is limited PCD, in the early parts of the lineage. Additional Eve cells in *kuz* result from a failure in the Type I>0 switch. In *kuz* mutants, some of the aberrantly generated cells are removed by PCD. In *ED225* mutants, the NB does not undergo PCD, but does not progress further [23]. In *kuz*,*ED225* mutants, aberrantly generated cells survive, hence increasing the Eve cell numbers beyond that observed in *kuz* alone.

In this study, we find that Notch/E(spl)-HLH signaling is globally required to regulate the Type I>0 switch. To dissect the Notch downstream events and the role of the different *E(spl)-HLH* genes, we utilized TILLING and CRISPR/Cas9 mutagenesis, as well as BAC recombineering, to generate novel individual mutants for all seven *E(spl)-HLH* genes. Strikingly, in spite of their reported genetic redundancy, we find that, when placed over a genomic deletion removing all seven genes, individual *E(spl)-HLH* mutations can significantly affect the Type I>0 daughter proliferation switch. Intriguingly, different *E(spl)-HLH* genes affect the switch in different NB lineages. With respect to cell cycle components, Notch signaling regulates several key cell cycle proteins, including CycE, E2f, Stg and Dap. Moreover, ChIP-seq and DamID-seq demonstrates binding of Su(H), E(spl)m5-HLH and E(spl)m8-HLH to *E(spl)-C*, *CycE*, *stg*, *E2f* and *dap*. These results help resolve the Notch pathway with respect to the Type I>0 switch, by identifying the main Notch components, the critical downstream targets, as well as the molecular and genetic interactions involved. We propose an intriguing multi-levelNotch signaling cassette involved in the Type I>0 daughter proliferation switch, where primary-level Notch signaling results in activation of *E(spl)-HLH* and cell cycle genes, and second-level Notch signaling results in *E(spl)-HLH* repressing a partly overlapping set of cell cycle genes. This multi-levelmode of Notch signaling may help ensure precise timing and fidelity of the Type I>0 switch, and may shed light upon the sensitivity and dynamics of Notch signaling, as well as its dichotomous nature with respect to proliferation control, in many other systems.

## Results

### The Notch Pathway Controls the Type I>0 Daughter Cell Proliferation Switch

The embryonic *Drosophila* CNS can be subdivided into the brain and the ventral nerve cord (VNC); here we focus on the VNC. Each embryonic VNC hemisegment contains ~30 lateral NBs [24, 25], most, if not all of which commence neurogenesis by proliferating in the Type I mode [22]. Subsequently many, perhaps all, switch to the Type 0 mode (Fig 1B)[23]. We previously used two model lineages to study the Type I>0 switch; NB5-6T and NB3-3A, both of which can be uniquely identified by transgenic reporters and a number of markers. NB5-6T undergoes nine rounds of Type I proliferation, followed by five rounds of Type 0 proliferation, while NB3-3A undergoes one Type I round, followed by 11 Type 0 rounds (Figs 1Q and S1G)[23, 26, 27]. The last four Type 0 neurons in NB5-6T are denoted Apterous (Ap) neurons [26] and can be identified by Eyes absent (Eya)[28]. Similarly, the Type 0 neurons in NB3-3A can be identified by Even-skipped (Eve) [19, 26, 29].

The Notch pathway is critical for the Type I>0 switch in NB5-6T [27](S1A–S1F Fig). We find similar effects in NB3-3A (Fig 1F–1J). Early and strong Notch pathway perturbation results in a failure of lateral inhibition, and as an effect thereof the generation of supernumerary NBs [30, 31]. However, *kuzbanian* (*kuz*) mutants, presumably due to the maternal expression of *kuz*, showed extra Ap neurons without extra NB5-6T [27], and we also find extra Eve neurons without extra NB3-3A neuroblasts (Fig 1N and 1O). In line with these findings, we found no change in overall NB numbers in *kuz*^*e29-4*^ (Fig 1C–1E). In spite of *kuz*^*e29-4*^ being a likely null allele [32], we did not observe a full penetrance of the phenotype i.e., with all Type 0 daughters converting to Type I, again likely due to the maternal expression of *kuz*. Addressing other Notch signaling components during the Type I>0 switch revealed roles for *Su(H)*, *Tom* and *neuralized* (*neur*), as well as the *Delta* but not *Serrate* ligand [27] (S1C–S1F Fig). Hence, canonical Notch signaling is involved in the Type I>0 switch in both NB5-6T and NB3-3A (Figs 1Q and S1G).

Next, we analyzed global proliferation pattern in both the abdominal and thoracic VNC. To this end we stained VNCs with Deadpan (Dpn), Prospero (Pros) and phosphorylated histone H3 (pH3), allowing us to discriminate between dividing NBs (Dpn+ and cortical/asymmetric Pros) and dividing daughters (Dpn-negative and cellular Pros; [23]) (Fig 2A and 2B). We analyzed NB and daughter proliferation at three stages, in thoracic T2-T3 and abdominal A1-A2 segments. We did not find any global NB proliferation effects in *kuz*^*e29-4*^ (Fig 2C and 2D and 2G and 2H). In contrast, *kuz*^*e29-4*^ showed increase in dividing daughter cells, in both thorax and abdomen, at both St14 and St15 (Fig 2E and 2F and 2G and 2H).

**Fig 2:**
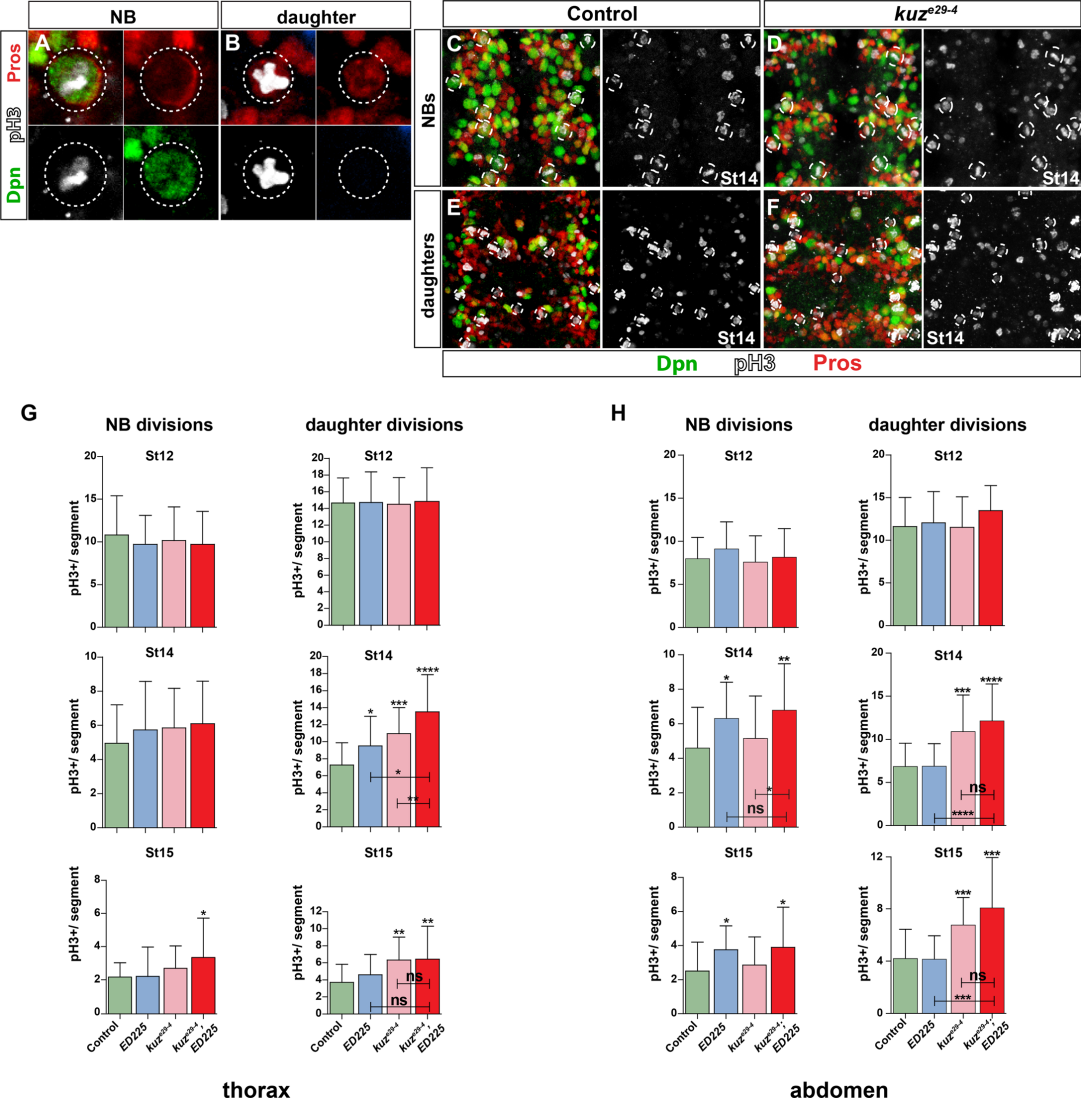
Notch pathway controls Type I>0 daughter proliferation switch globally. (A) Dividing NB, identified by Dpn, phosphorylated-HistoneH3 (pH3), and cortical asymmetric Pros. (B) Dividing daughter cell (GMC), recognized by nuclear Pros and pH3, and lack of Dpn. (C-F) Dividing NBs and daughters in T2-T3. *kuz*^*e29-4*^ shows increase in dividing daughters when compared to control. (G-H) Quantification of dividing cells in T2-T3 and A1-A2, in control, *kuz*^*e29-4*^, *ED225*, and *kuz*^*e29-4*^;*ED225* double mutants. In the thorax, NB divisions are only affected in *kuz*^*e29-4*^;*ED225* double mutants at St15. Daughter divisions are however increased, particularly in *kuz*^*e29-4*^ and *kuz*^*e29-4*^; *ED225* double mutants, both at St14 and St15. In the abdomen, NB divisions are increased in *ED225* and *kuz*^*e29-4*^;*ED225* double mutants, at St14 and St15. Daughter divisions are also increased, particularly in *kuz*^*e29-4*^ and *kuz*^*e29-4*^; *ED225* double mutants (* p≤0.05, ** p≤0.01, *** p≤0.001; Student’s two-tailed T-test; +/-SD; n≥20 segments).

Notch signaling has been shown to be involved in Programmed Cell Death (PCD) in the VNC, specifically of postmitotic cells [33]. This raised the possibility that reduced daughter proliferation observed in Notch pathway mutants may result from reduced PCD of Type I daughters, rather than conversion of Type 0 daughter to Type I. To address this issue, proliferation analysis was also conducted in PCD mutants (*Df(3R)ED225*), as well as in *kuz*, *ED225* double mutants, in NB3-3A, NB5-6T and globally. We found minimal global proliferation effects in *ED225*, apparent only in thoracic daughters at St14 and abdominal NBs at St14 and St15 (Fig 2G and 2H). *kuz*^*e29-4*^; *ED225* double mutants showed increased NB proliferation similar to *ED225* single mutants, and increased daughter proliferation similar to *kuz*^*e29-4*^ single mutants (Fig 2G and 2H). Similar effect of *ED225* was observed also in NB3-3A and NB5-6T (Figs 1H–1J and S1E and S1F). These results are in line with previous published findings on PCD and lineage progression, and demonstrates that Notch signaling does not trigger the Type I>0 switch by merely triggering PCD (see S1H Fig and S1 Fig legend for details and references).

In summary, canonical Notch pathway signaling is globally involved in the Type I>0 daughter proliferation switch in the VNC, but does not control this switch via PCD.

### Differential Function of Distinct *E(spl)* Genes in the Type I>0 Switch

To begin addressing the downstream events involved in the Notch-mediated Type I>0 switch, we focused on the *Enhancer-of-split* complex (*E(spl)*) effectors in the Notch pathway. This complex contains seven *HES/E(spl)-HLH* genes, displaying well-known genetic redundancy [13–16]; to date, no single gene loss-of-function phenotype has been described.

We first analyzed a series of deletions in the regions, and found strong effects on Ap cell numbers (Eya+) in NB5-6T (S2A–S2F Fig). Extra Ap neurons observed in *E(spl)* complex mutants arose from both failure of NB selection and Type I>0 switch (S2E Fig), with weaker genotypes only affecting the switch and stronger genotypes affecting both the switch and NB selection i.e., lateral inhibition (S2F and S2G Fig). Together, these results point to a role in the VNC for: *m7* and/or *m8*; *m3* and/or *m5*; *mδ*, *mγ* and/or *mβ*; as well as *gro*.

To resolve the individual roles of the seven *E(spl)-HLH* genes, TILLING was performed to identify EMS-induced mutations from a genome-wide mutagenesis project. A number of mutations in all seven genes were identified, out of which 15 nonsense and missense mutations, predicted to affect protein function, were chosen for further study (Fig 3A and S1 Table). In addition, we utilized recombineering to generate complete deletions of three genes, as single or double mutants: *m3*^*null*^; *m3*^*null*^,*mδ*^*null*^; and *m3*^*null*^,*mβ*^*null*^ (Fig 3B). Finally, *mγ*^*null*^ was engineered by CRISPR/Cas9 mediated deletion of the coding region of the gene (Fig 3B). TILLING alleles, as well as the CRISPR/Cas9 *mγ*^*null*^ allele, were tested over a deletion for the region (*Df(3R)BSC751*) which removes all seven *E(spl)* genes and *gro* (S2A Fig). The recombineering alleles (*m3*^*null*^, *mδ*^*null*^ and *mβ*^*null*^) were deleted in a BAC, inserted on chromosome 2 (*51D*), and crossed into a *Df(3R)gro32*.*2*, *P-gro/*(*E(spl)-C*^*Δmδ-m6*^ genetic background. We initially focused on NB5-6T, and found increase in Ap cell numbers for four genes; *mδ* (*mδ*^*L56Q*^), *m5* (*m5*^*C37S*^, *m5*^K72*^, *m5*^Q127*^), *m7* (*m7*^*G86E*^) and *mγ* (*mγ*^*null*^) (Fig 3C–3F and 3Q). None of the three null alleles for *m3*, *mδ* or *mβ* showed increase in Ap cell numbers (Fig 3R). The reason *mδ*^*L56Q*^ showed effect while *mδ*^*null*^ did not may be due to that *mδ*^*L56Q*^ was tested in a *gro* heterozygous background, whereas *mδ*^*null*^ was in a wild type background with respect to *gro*. The *m8*^*V59M*^ mutant did not show any effect (Fig 3Q). Analysis of the NB5-6T lineage revealed that extra Ap neurons resulted from defects in the Type I>0 switch, as evident by pH3+, late-born (Type 0) daughters in the lineage (Fig 3G–3I). Underscoring the redundant nature of the region, homozygous *m5* mutants did not show increase in Ap cell numbers (S3A Fig).

**Fig 3:**
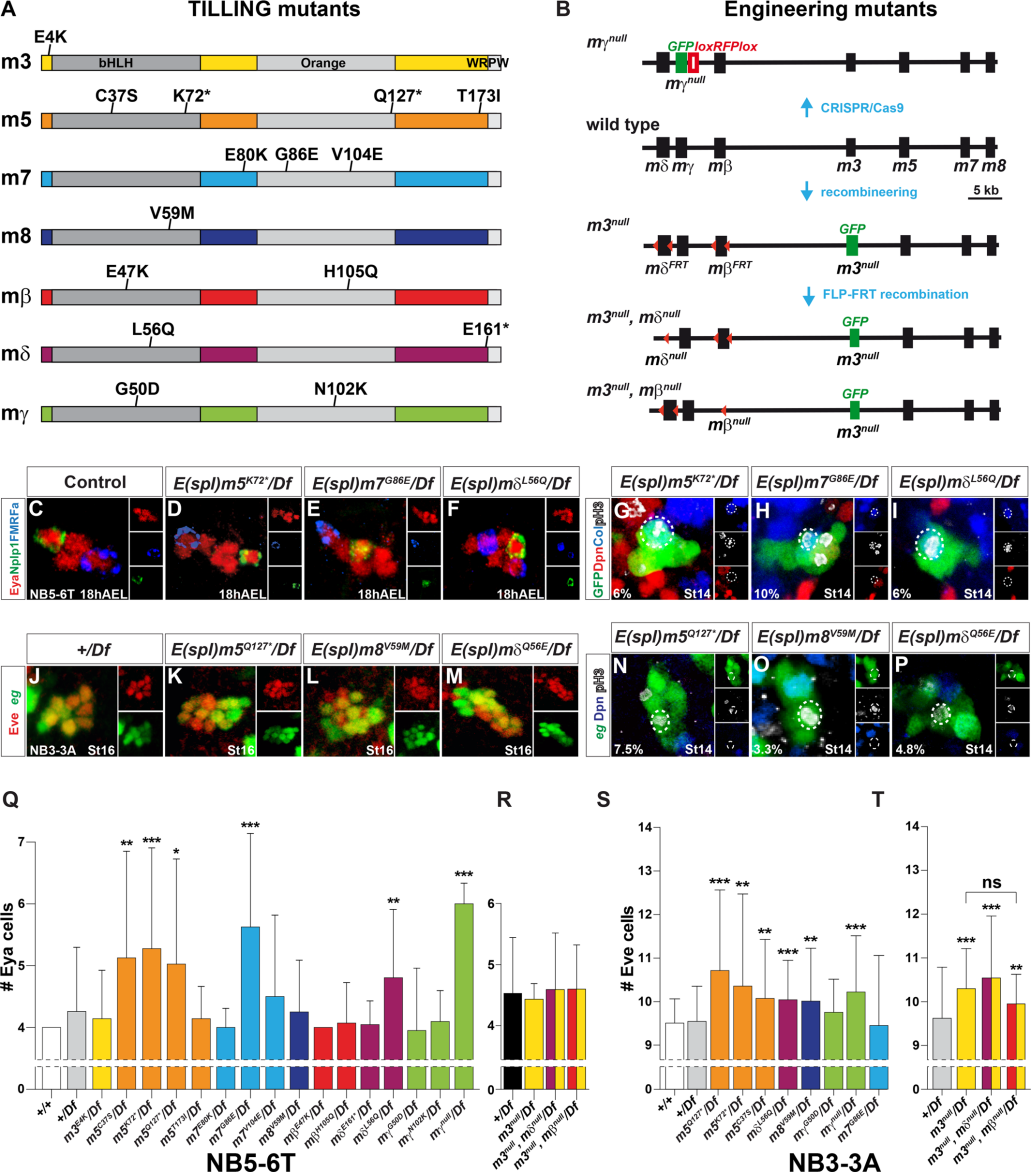
Single and differential *E(spl)-HLH* gene function in neuroblasts. (A-B) Outline of *E(spl)-HLH* TILLING, CRISPR/Cas9 and recombineering mutants. (C) Control, showing the four Ap cells (Eya+) in T2-T3. (D-F) Extra Ap cells, and (G-I) aberrantly dividing NB5-6T daughter cells; in *m5*^K72*^, *m7*^*G86E*^ and *mδ*^*Q56E*^, when placed over deletion *Df(3R)BSC751* (G-I; percentages denote NB5-6T lineages with a dividing daughter cell). (J-M) Extra Eve cells, and (N-P) aberrantly dividing NB3-3A daughter cells; in *m5*^Q127*^, *m8*^*V59M*^ and *mδ*^*Q56E*^, when placed over deletion *Df(3R)BSC751* (percentages denote NB3-3A lineages with a dividing daughter cell). (Q-T) Quantification of phenotypes. Four *E(spl)-HLH* genes show significant effects in NB5-6T, while five show effects in NB3-3A. Notably, *m7* only affects NB5-6T, while *m3* and *m8* only affects NB3-3A (* p≤0.05, ** p≤0.01, *** p≤0.001; +/-SD; Kruskal-Wallis, Dunn’s posthoc; n≥22 lineages). TILLING alleles and the CRISPR/Cas9 *mγ*^*null*^ allele were placed over deletion *Df(3R)BSC751*. The recombineering alleles; *m3*^*null*^, *mδ*^*null*^ and *mβ*^*null*^, were deleted in a BAC, inserted on chromosome 2 (51D) and crossed into a *Df(3R)gro32*.*2*, *P-gro/*(*E(spl)-C*^*Δmδ-m6*^ genetic background. Control was *Df(3R)gro32*.*2*, *P-gro*/+.

To address if *E(spl)-HLH* gene involvement may vary between NBs, we next analyzed the *E(spl)-HLH* mutants for effects upon NB3-3A development. Similar to our findings on NB5-6T, the *m5*, *mδ* and *mγ* mutants displayed increase also in Eve cells (Fig 3J–3M and 3S and 3T). However, in contrast to NB5-6T, we did not find effects in *m7* mutants in NB3-3A (Fig 3S). Instead, while the *m8*^*V59M*^ mutant did not affect NB5-6T, it did show effect on NB3-3A (Fig 3L and 3S). In line with this finding, we observed expression of an *m8-GFP* reporter in the NB3-3A neuroblast (S3B Fig). Moreover, the recombineering alleles revealed effects for *m3*^*null*^, and as expected for *m3*^*null*^,*mδ*^*null*^ (Fig 3T). However, in *m3*^*null*^,*mβ*^*null*^ double-mutants Eve cell numbers were not increased beyond that observed in *m3*^*null*^ alone (Fig 3T). Together with lack of phenotype in the *mβ* TILLING alleles, this argues against any role for *mβ*. Analysis of pH3-positive cells in the NB3-3T lineage revealed that extra Eve neurons resulted from defects in the Type I>0 switch, evident by pH3-positive, late-born (Type 0) daughters in the lineage (Fig 3N–3P).

These studies demonstrate that in spite of redundancy between the *E(spl)* genes in relation to other Notch functions, with respect to the Type I>0 switch we observe weak but significant effects in single gene mutants for six of the seven *E(spl)-HLH* genes, revealed when placed over a deficiency removing the entire *E(spl)* region. Strikingly, we furthermore find evidence for selective utilization of different *E(spl)* genes in different NBs, with *m3* and *m8* only acting in NB3-3A and *m7* in NB5-6T.

### *kuz* and *E(spl)-HLH* Interact with the Cell Cycle Genes *dacapo* and *Cyclin E*

Next we aimed to identify the downstream targets of Notch/E(spl)-HLH signaling with regards to the Type I>0 switch. While the proneural genes are well-known to be regulated by Notch [34, 35], our studies indicate that they are not the key targets of Notch signaling in the switch (S4A–S4F Fig).

We recently demonstrated that proliferation control in the developing *Drosophila* VNC requires four key cell cycle factors: Cyclin E (CycE), E2f, String (Stg; mammalian Cdc25) and Dacapo (Dap; mammalian p21^CIP1^/p27^KIP1^/p57^Kip2^); mutation and/or misexpression of these cell cycle genes affects the Type I>0 daughter proliferation switch [23, 36]. These findings prompted us to test for genetic interactions and cross-rescue between Notch and these genes, again using the Ap neurons in NB5-6T (Eya+ cells) and the Eve+ neurons in NB3-3A as readouts for a defective Type I>0 switch. First, we tested for trans-heterozygotic interaction between *kuz* and *dap*, and strikingly, noted an increase in both Ap and Eve neurons (Figs 4A–4C and 4H and S5A). We also noted genetic interaction between *kuz* and *E(spl)-C* (Fig 4H). Second, we attempted to rescue *kuz* by transgenic expression of *dap*, and observed suppression of the number of Ap and Eve neurons (Fig 4D and 4G and 4I and 4J). These genetic interaction and cross-rescue effects were due to specific effects upon the Type I>0 switch, as evident by the alterations in daughter but not NB divisions in the NB5-6T lineage at St13 (Fig 4M–4P). In contrast to *kuz/dap* and *kuz/E(spl)-C* interactions, we noted no interaction between *dap* and a *E(spl)* complex deletion (Fig 4E and 4F and 4H). Third, we attempted to suppress the increase of Ap neurons in *m5* and *m7* hemizygous mutants by reducing *CycE* gene dosage, and indeed observed reduction of supernumerary Ap neurons (Fig 4K and 4L).

**Fig 4:**
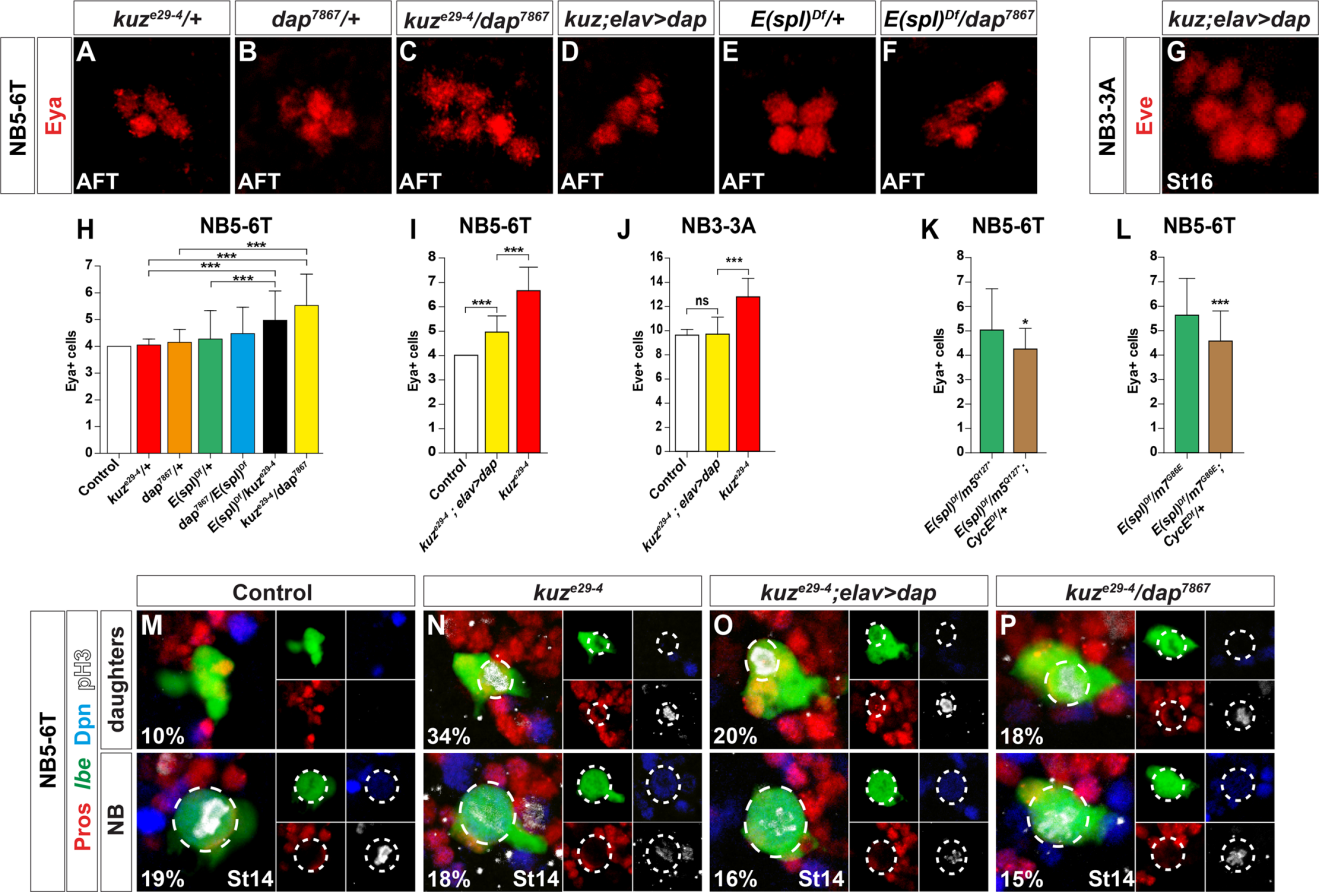
The Notch pathway interacts with *dap* and *CycE*. (A-F) Eya cells in the NB5-6T lineage, and (G) Eve cells in the NB3-3A lineage. (A-B) In *kuz*^*e29-4*^*/+* or *dap*^*7867*^*/+* there is no effect on Ap cell (Eya+) numbers. (C) In contrast, *kuz*^*e29-4*^*/dap*^*7867*^ trans-heterozyogotes display increased Ap cell numbers. (D, G) Expression of *dap* in homozygous *kuz*^*e29-4*^ mutants, driven by *elav-Gal4*, reduces the number of Ap and Eve cells. (E-F) Neither *E(spl)Df/+* heterozygotes (*Df(3R)BSC751/+*) nor *dap*^*7867*^/+;*E(spl)Df/+* trans-heterozygotes show any effect on Ap numbers. (H-L) Quantification of Ap and Eve cell numbers (* p≤0.05, ** p≤0.01, *** p≤0.001; +/-SD; n≥40 lineages). (K-L) Reducing *CycE* gene dosage by half (*CycE*^*Df*^ *= Df(2L)BSC255/+*), significantly suppresses the number of Ap cells in *m5/ Df(3R)BSC751*and *m7/ Df(3R)BSC751* mutants. (M-P) Dividing NBs (bottom) and daughter cells (top) in the NB5-6T lineage. (M) In control, NB divisions are observed in 19% of lineages, while only 10% of lineages show dividing daughters. (N) In *kuz*^*e29-4*^, NB divisions are similar to control, while daughter divisions are increased to 34%. (O) Expression of *dap* in a *kuz*^*e29-4*^ mutant background does not apparently affect the number of NB divisions, but does reduce daughter divisions down from 34% to 20%. (P) In *kuz*^*e29-4*^*/dap*^*7867*^ trans-heterozyogotes, NB divisions are in line with control (15%), while daughter divisions are at 18%.

We conclude that, with respect to the Type I>0 daughter proliferation switch, there is genetic interaction between the Notch/E(spl)-HLH pathway and the *dap* and *CycE* cell cycle genes.

### Misexpression of *E(spl)m8-HLH* Triggers Premature Type I>0 Daughter Proliferation Switch

A number of gain-of-function studies have demonstrated strong effects when expressing the Notch-Intracellular Domain truncation (NICD) [37]. To address the sufficiency of Notch signaling to trigger the Type I>0 switch, we therefore misexpressed NICD using the *insc-Gal4* driver, a driver expressed by most if not all NBs from St11 and onwards. We analyzed NB and daughter proliferation in both the thorax and abdomen, at two different stages. In line with the selective role for Notch signaling in controlling daughter but not NB proliferation, we did not observe any effect on NB proliferation at any stage, neither in thorax nor abdomen (S5B Fig). We did however observe significant reduction of daughter proliferation, evident in both thorax and abdomen at St12 (S5B Fig). We thus find that NICD can trigger the Type I>0 switch.

In contrast to the frequent use of the broad Notch pathway activator NICD, fewer studies have demonstrated effects from misexpressing the various *E(spl)-HLH* genes. We tested a number of available *E(spl)-HLH UAS* transgenes, but observed little if any effects upon the number of Ap cells in NB5-6T. The *E(spl)-HLH* genes are controlled by miRNAs [38], and to circumvent this level of regulation, we generated a novel *UAS* transgene for *m8*; avoiding both the 5´and 3´UTR, and codon-optimizing the open-reading-frame (S1 Data). A FLAG epitope tag was furthermore added to the N-termini (S5A Fig). Surprisingly, these changes to the RNA sequence did not result in any clear expression when driven from *pros-Gal4*, as judged by FLAG epitope antibody stain (S5B and S5C Fig). In addition to miRNA control of *E(spl)-HLH* expression, these genes are however also controlled at the post-translational level e.g., by phospho-degron mediated proteolysis on a Casein Kinase 2 (CK2) site [39–41]. We therefore mutated the CK2 site in m8 (S1 Data; S6A Fig), and observed that the *UAS-m8*^*CK2*^ transgene showed robust FLAG-tag expression in the embryonic CNS (S6D and S6G Fig). Using this transgene, we found that expression of *m8*^*CK2*^ from *pros-Gal4* resulted in reduction of daughter proliferation, evident in both the thorax (St12) and abdomen (St12 and St14) (Fig 5A and 5B and 5E and 5F). We also noted effects on NB proliferation, but only in the thorax at St12 (Fig 5E and 5F). In line with these results, analysis of the NB5-6T lineage revealed a reduction in the total number of cells generated in this lineage in *pros*>*m8*^*CK2*^, from around 17 cells in control to some 13 cells in misexpression (S7A Fig).

**Fig 5:**
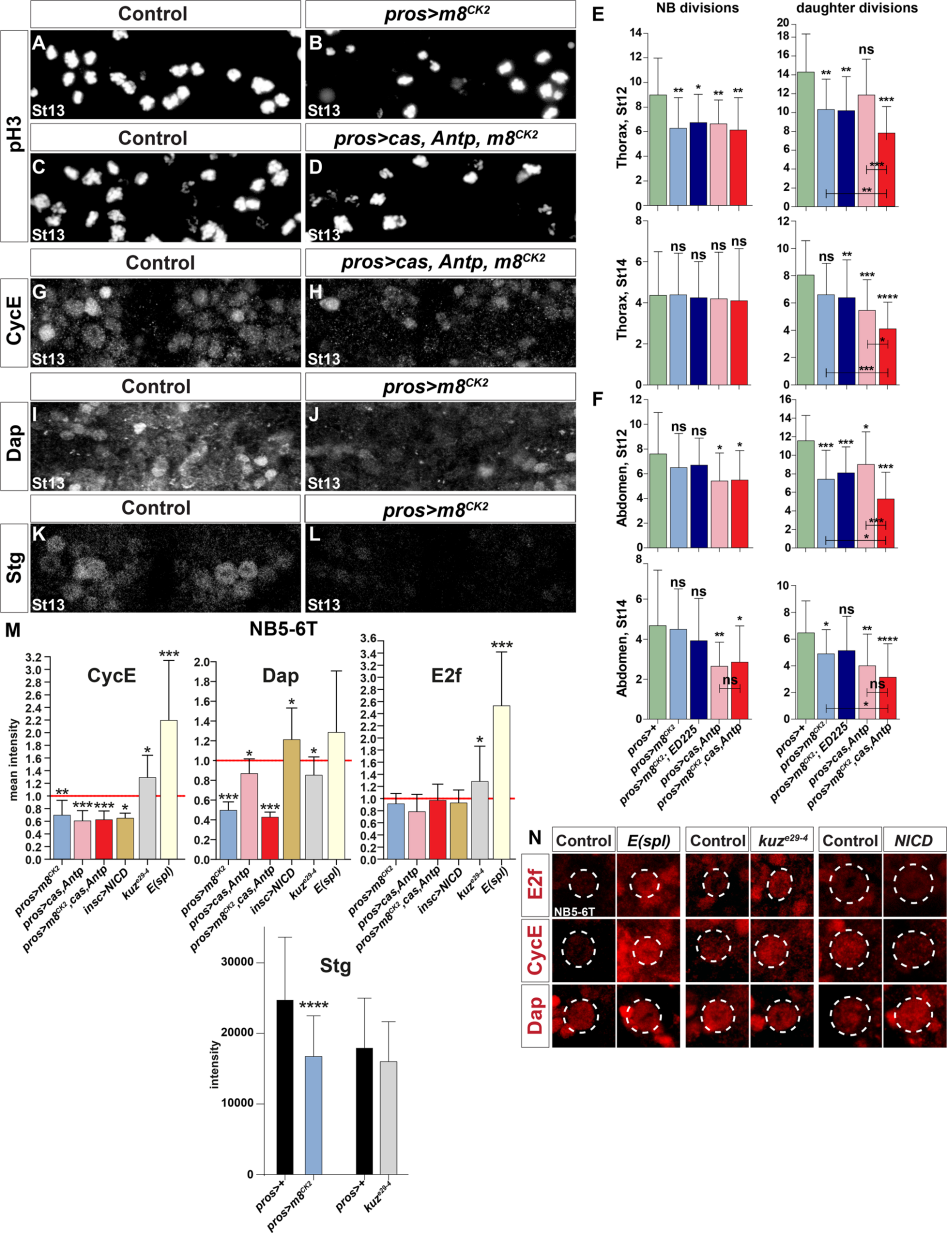
Proliferation and cell cycle regulator effects in Notch pathway perturbations. (A-D) Proliferation (pH3+ cells) is reduced in embryos misexpressing *m8*^*CK2*^ and *m8*^*CK2*^, *Antp*, *cas*, when compared to control (one thoracic segment). (E-F) Quantification of NB and daughter proliferation, in T2-T3 (E) and A1-A2 (F) (* p≤0.05, ** p≤0.01, *** p≤0.001; +/-SD; Student’s two-tailed T-test; n≥18 segments). (G-L) Expression of CycE, Dap and Stg; one thoracic segment; Dpn was used to identify NBs. (G-H) Triple misexpression of *m8*^*CK2*^, *cas* and *Antp* reduces CycE expression. (I-L) Misexpression of *m8*^*CK2*^ reduces Dap and Stg expression. (M-N) Expression of CycE, E2f and Dacapo (Dap) in the NB5-6T neuroblast, at St13-14 (* p≤0.05, ** p≤0.01, *** p≤0.001; +/-SD; Student’s two-tailed T-test; n≥12 NBs).

We conclude that ectopic *E(spl)-HLH* expression can trigger a premature Type I>0 switch, without strongly affecting NB proliferation, and that triggering a premature switch logically leads to reduction of cell numbers generated in a lineage.

### *E(spl)m8* Can Act Combinatorially with the Temporal Gene *castor* and Hox Gene *Antennapedia* to Trigger Premature Type I>0 Daughter Proliferation Switch

We recently found that the Type I>0 daughter proliferation switch is under control also of the late temporal gene *castor* (*cas*) and the Hox gene *Antennapedia* (*Antp*)[23]. Cas is part of the temporal cascade of transcription factors (Hb>Kr>Pdm>Cas>Grh) playing out in most, if not all, NBs [42]. Antp is gradually expressed in NBs over time, and hence also shows a temporal expression profile [23, 43].

Previous studies did not reveal cross-regulation in NBs between *cas*, *Antp* or Notch signaling [23, 27]. We therefore addressed if *m8* can act combinatorially with *cas* and *Antp*. First, looking at *pros>cas-Antp* co-misexpression, as anticipated from previous studies [23], we noted reduction of daughter proliferation in both thorax and abdomen (Fig 5E and 5F). In contrast to Notch signaling, both *cas* and *Antp* are also involved in the control of NB proliferation exit at the end of lineage development [23]. Indeed, *pros>cas-Antp* co-misexpression resulted in reduction also of NB proliferation, in both thorax and abdomen, at both St12 and St14 (Fig 5E and 5F). Next, we co-misexpressed *m8*^*CK2*^ with *cas-Antp*, and observed striking combinatorial reduction of daughter proliferation, in both thorax and abdomen, at both St12 and St14 (Fig 5C and 5D and 5E and 5F). Similar to *cas-Antp* co-misexpression, we also noted reduced NB proliferation in *m8*^*CK2*^-*cas-Antp* co-misexpression, but this was not significantly increased from that observed in *cas-Antp* co-misexpression (Fig 5E and 5F).

We conclude that stabilized *m8* can act strongly combinatorially with *cas* and *Antp* to trigger a premature Type I>0 switch. In addition, misexpression of all three genes can to a lower degree reduce NB proliferation, but does not act combinatorially in this regard.

### Notch Signaling Affects Expression of Key Cell Cycle Proteins

To further address the connection between Notch signaling and the cell cycle, we analyzed the expression of the key cell cycle proteins described above. Focusing first on NB5-6T, we found upregulation of CycE and E2f in *kuz*^*e29-4*^ mutants, while Dap was down-regulated (Fig 5M and 5N). In the *Df(3R)gro32*.*2*, *P-gro* deficiency, which removes all *E(spl)* genes, E2f and CycE were strongly up-regulated, while Dap was unaffected. In *insc>NICD* we found down-regulation of CycE and upregulation of Dap, whereas E2f was unaffected. Both *pros>m8*^*CK2*^ and *pros>cas-Antp* resulted in CycE and Dap down-regulation, while E2f was unaffected. Triple co-misexpression; *pros>m8*^*CK2*^*-cas-Antp*, did not differ from *m8*^*CK2*^ alone or *cas-Antp* co-misexpression (Fig 5M and 5N). In addition to the effects observed after detailed quantification in NB5-6T, several changes were readily observed globally in NBs: down-regulation of CycE in *pros>m8*^*CK2*^*-cas-Antp*, down-regulation of Dap in *pros>m8*^*CK2*^, and Stg down-regulation in *pros>m8*^*CK2*^ (Figs 5G–5L and S7B). Hence, we find changes in protein expression of all four key cell cycle proteins in Notch/E(spl)-HLH mutants and misexpression embryos.

### Genome-Wide DNA-Binding Analysis Reveals Overlapping Targets for Su(H) and E(spl)

Our genetic interaction and protein expression analysis shows that the Notch/E(spl)-HLH pathway regulates four key cell cycle genes. To address the molecular mechanisms underlying this regulation, we performed Chromatin-Immuno-Precipitation (ChIP) on Su(H) and m8^CK2^, as well as DNA adenine methyltransferase identification (DamID) on m8 and m5, both un-driven and driven by Gal4. 

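E(spl)m8-HLH is a basic helix-loop-helix repressor encoded in the E(spl) complex, whose genes are switched on by Notch signaling. In DamID, the protein is fused to a bacterial DNA adenine methyltransferase, which leaves a methyl mark on the adenine of GATC sites near the places where the protein meets DNA. The marked DNA is cut with DpnI, amplified by PCR and sequenced, so that reads pile up between marked GATC sites. The deposited peak tables that could be mapped hold the un-driven m8 DamID, in which low expression from the UAS transgene without Gal4 supplies the fusion protein in whole embryos. Embryos of stage 9 to 16 were collected over 15 hours at 26 °C, and the libraries were sequenced with reads of 100 bp. Of the 2 un-driven m8 libraries of the study the tables hold 1, and which one that is is not given in the sources used here. The m5 DamID, the DamID driven by pros-Gal4 and the ChIP of Su(H) and m8 were not analysed here. Among the 11 libraries listed for the study, none is of unfused Dam. The authors assembled the reads with DNASTAR SeqMan NGen 12.2, gave the reads of each peak per 1000000 reads of the library (RPM) and found peaks with Qseq. Their Qseq table holds 3973 peaks from 20.3 to 14474 RPM, with a median of 40.5 RPM and a median length of 725 bp. From the read count and the RPM of each peak, the RPM values are scaled to a total of 1925156 reads, so that 1 RPM is close to 2 reads. The counts of all Qseq peaks add up to 30.5% of this total, though a read in overlapping peaks may be counted more than once. Whether the total is all reads of the library or only those assembled is not given in the sources used here. A lane's depth, but no depth per library, is stated in the methods. A further table of the same library, made with MACS, holds 4209 peaks above 20 RPM, and another holds 1310 peaks under 20 RPM. A gene was counted as a target when a peak intersected it or, for a peak between genes, when it was named as a flanking gene, which gave 2395 target genes in the Qseq table. The choice of the Qseq table, of the gene lists and of Fisher's exact test for them, with matching on gene length and genes named in any table as alternatives, was made before the data were examined, and other comparisons were added later. Intervals given for RPM values are exact Poisson intervals at 95% and cover counting error only, since reads amplified by PCR are not independent molecules and there is no replicate in the tables.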

Duplicates were conducted for all experimental set-ups, apart from ChIP of m8, which was only conducted once, with similar results.

Previous studies of Su(H) have involved ChIP analysis in cell lines and wing disc cells, and have identified binding to the *E(spl)* complex, as well as the *CycE* and *stg* cell cycle genes [4, 12, 44, 45]. To direct our analysis specifically to the developing CNS, we expressed a FLAG-tagged Su(H) construct (S1 Data), driven by *pros-Gal4*, and used the FLAG tag to immunoprecipitate Su(H). In both replicates we identified peaks at the *E(spl)* complex (Fig 6A). Focusing on the key cell cycle genes, we also identified peaks at *CycE*, *dap* and *stg* (Figs 6B and S8A and S8B).

**Fig 6:**
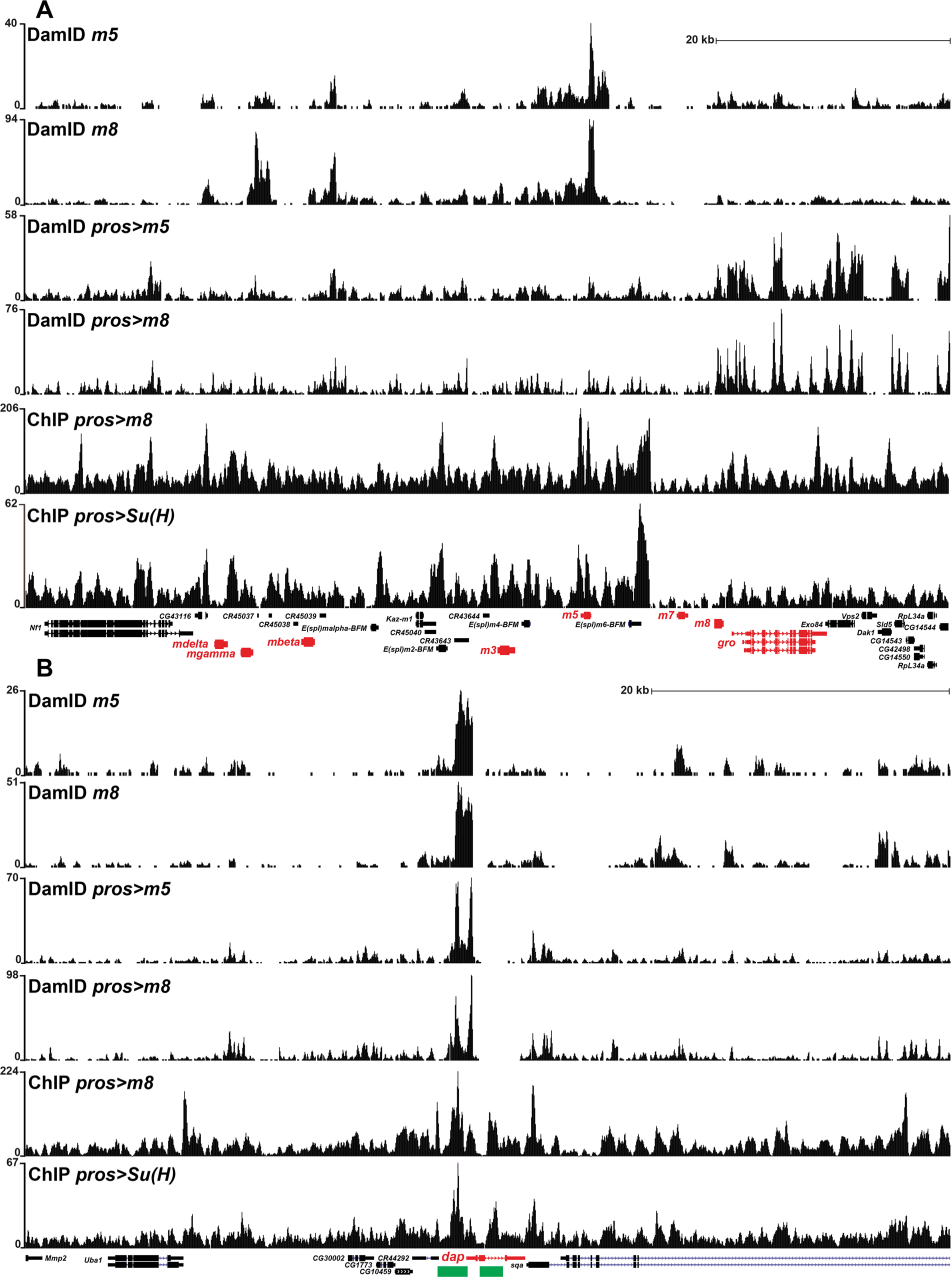
ChIP and DamID analysis of Su(H), m5 and m8 reveals binding to the *E(spl)* complex and *dacapo*. (A-B) Normalized binding profiles for ChIP of FLAG-tagged Su(H) and m8^CK2^, driven by *pros-Gal4*, as well as DamID, driven by *pros-Gal4* or “un-driven”, for m5 and m8. Depicted is the *dap* gene and the *E(spl)* complex. (A) A complex prolife of peaks were detected on the *E(spl)* complex. (B) Two major peaks were detected on *dap* in all six conditions tested, and for all three proteins. These two peaks correspond to previously identified *dap* CNS enhancers (green) [66, 67].

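The E(spl) complex on chromosome arm 3R holds 7 genes for helix-loop-helix repressors next to genes of the Bearded family and Kaz-m1, and ends at gro, which encodes their co-repressor. In the gene names of the deposited table, everything from an opening bracket on was lost, so that 11 genes of the complex all read E. Neighbouring genes were therefore used to place the peaks, with the gene order of Release 6 and positions in the authors' own numbering. In un-driven m8 DamID, 9 Qseq peaks lay at these genes over 38252 bp, 4 of them inside genes and 5 between genes. Not all are separate sites. The peaks that begin at 21838603 and 21839084 overlap, as do those that begin at 21863907 and 21865244. The MACS table above 20 RPM holds each of these pairs as a single peak. The highest peak, from 21846439 to 21847552, covered CR43644 and an E(spl) gene, which by gene order is E(spl)m3-HLH, at 716.8 RPM (interval 679.5 to 755.7). It ranked 20 among all 3973 Qseq peaks. An E(spl) gene was covered at 162.1 RPM (145 to 181) from 21831342 to 21832528, and another at 91.9 RPM (78.9 to 107) at the gro end of the complex. Between a pair of E(spl) genes, values were 99.7, 57.1 and 80.0 RPM. A pair of peaks between E(spl)malpha-BFM and Kaz-m1 reached 41.0 and 51.4 RPM. The weakest peak, inside an E(spl) gene, had 31.2 RPM, and 8 of the 9 peaks were in the upper part of all Qseq peaks, split at the median. At the other end of the complex, CG43116 carried a peak of 374.0 RPM (347 to 402). No peak in any of the tables named gro.

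**Figure D1:**
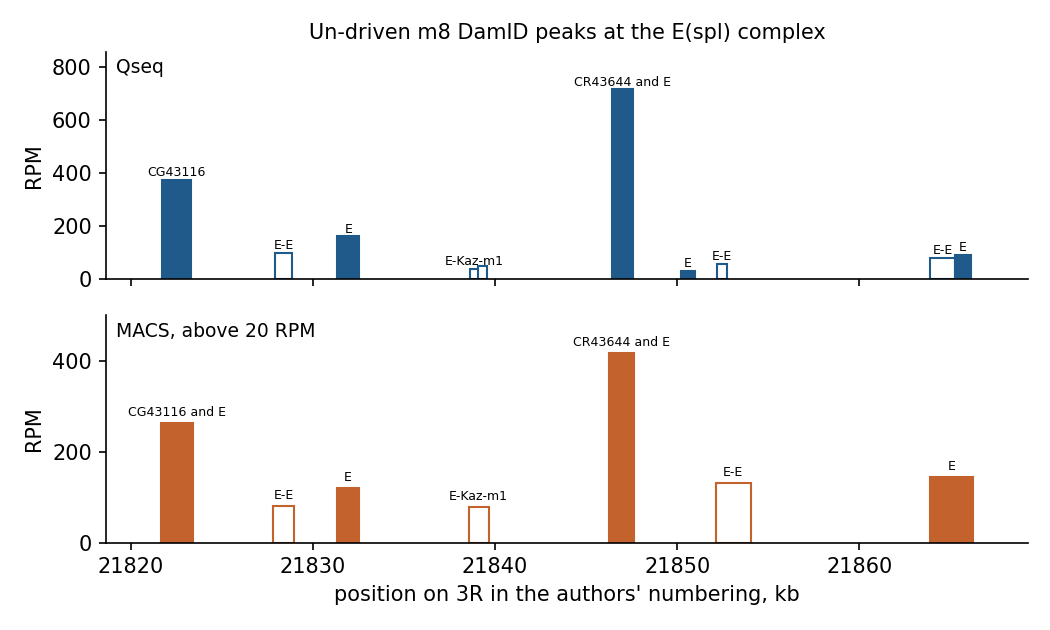
Peaks of un-driven m8 DamID at the E(spl) complex in the Qseq table (top) and in the MACS table above 20 RPM (bottom), with position on 3R in kb on the horizontal axis and RPM on the vertical axis. Bars span each peak, filled bars are peaks inside a gene, open bars are peaks between genes, labels are the names in the tables, and the peak at CR43644 is the highest in both panels.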

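The gene dap encodes a cyclin-dependent kinase inhibitor of the p21/p27/p57 family, which holds cells out of the cell cycle. It is expressed in neural daughter cells that are about to stop dividing. In un-driven m8 DamID, 2 Qseq peaks lay inside dap on 2R. One spans 5599870 to 5600489 in the authors' numbering and holds 119 reads, or 61.8 RPM (interval 51.2 to 74.0). The other spans 5601782 to 5602360 and holds 68 reads, or 35.3 RPM (27.4 to 44.8), so that the value of the first peak is higher than that of the second by more than their counting error. Both dap peaks are of ordinary size for this library, since 31.0% and 58.3% of all Qseq peaks are as high or higher. The MACS table above 20 RPM also holds a pair of peaks inside dap, at 51.9 and 31.7 RPM. Of 878 genes of about the length of dap, 15.9% have a Qseq peak and 3.99% have at least as many as dap. The known dap enhancers could not be placed on these peaks, because no position of an enhancer in the authors' numbering is given in the sources used here.

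**Figure D2:**
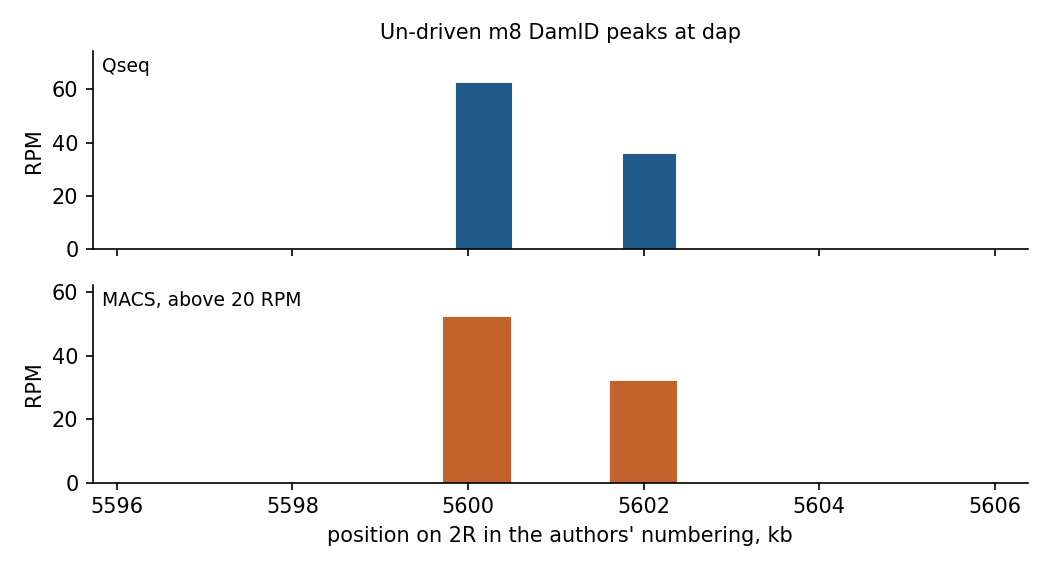
Peaks of un-driven m8 DamID at dap in the Qseq table (top) and in the MACS table above 20 RPM (bottom), with position on 2R in kb on the horizontal axis and RPM on the vertical axis. Each filled bar spans a peak inside dap, and both panels show a higher peak on the left and a lower one on the right.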

The E(spl)-HLH proteins have not been previously analyzed with respect to chromatin interactions, presumably due to their instability. We performed ChIP on *pros>m8-FLAG* embryos but, not surprisingly, were unable to obtain sufficient amounts of DNA for sequencing. Hence, we turned to *pros> m8*^*CK2*^*-FLAG* embryos, and were now able to obtain sufficient amounts of DNA for sequencing. As has been predicted from previous genetics, m8 binds to the *E(spl)* complex (Fig 6A). In addition, we find peaks on *CycE*, *dap* and *stg* (Figs 6B and S8A and S8B).

To complement the ChIP analysis we turned to DamID, and because of the sensitivity of this assay, performed this technique on embryos only carrying *UAS-m8-DamID* or *UAS-m5-DamID*, allowing for the leakiness of the *UAS* transgene to provide low expression levels [46]. However, given the low stability of the m5 and m8 proteins, we also performed DamID on embryos where each *UAS* was driven by *pros-Gal4*. These experiments also revealed binding of both m8 and m5 to the *E(spl)* complex, as well as to *CycE*, *dap* and *stg* (Figs 6A and 6B and S6A and S6B). 

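Daughters of neuroblasts divide once in the Type I mode and do not divide in the Type 0 mode. CycE and E2f1 drive entry into S phase, stg encodes the phosphatase that triggers mitosis, and dap holds back CycE and its kinase. Each of these 4 genes had a Qseq peak in un-driven m8 DamID, where 0.535 of them would be targets if the 2350 target genes were spread evenly over 17557 genes (Fisher's exact test, one-sided, p = 3.2e-04, adjusted p = 0.0012 over 15 gene lists). Lists matched on gene length would hold 1.32 targets (adjusted permutation p = 0.018). Together CycE, stg, E2f1 and dap carried 17 peaks. Random sets of 4 genes of matched length carried 2.97 on average, and 0.29% of 10000 such sets carried as many. This comparison of peak numbers was chosen after the peaks had been seen. Qseq peaks that overlap or lie next to each other were counted separately, at these genes and in the random sets alike. E2f1 alone carried 9 of the 17 peaks. At CycE and at stg, 2 peaks each lay between genes, where the width of the region was not matched. Against the genes named in any of the tables the same 4 of 4 gives an adjusted exact p of 0.353, where 4 of 4 is the most extreme outcome and cannot pass. The other 28 cell cycle genes tested held 6 targets (adjusted exact p = 0.222), led by CycB at 445.7 RPM and Cdk4 at 133.0 RPM. Regulators of neuroblasts were targets in 19 of 25 cases (adjusted exact p = 2.8e-11), with brat at 767.7 RPM, pros at 298.2 RPM, Dr at 177.1 RPM and SoxN at 156.4 RPM as the highest. Against lists of matched gene length the neuroblast list kept an adjusted permutation p of 0.0015, and with peaks inside genes alone 7 of its 25 genes were targets (adjusted exact p = 0.0217). The first of these comparisons did not match the width of flanking regions, and the second did not match gene length. The width of flanking regions was matched for no list. Of the Notch pathway, 12 of 23 genes were targets (adjusted exact p = 7.8e-05), among them mam at 616.6 RPM, numb at 339.7 RPM, fng at 145.4 RPM and neur at 130.4 RPM. Lists matched on length would hold 6.25 targets (adjusted permutation p = 0.018), and against the genes named in any table the Notch pathway did not pass (12 of 14, adjusted exact p = 0.235). The cell death genes rpr, grim, skl and hid were all targets (4 of 4, adjusted exact p = 0.0012), with rpr and grim named by a shared peak of 65.4 RPM between them. Their highest peaks all lie on 3L, from 18178037 to 18397238 in the authors' numbering. Both tests treat such neighbours as independent genes, so that their p-values are too small for a cluster. Neighbouring genes that share a peak were counted separately in every list. The excess of the cell death genes held against lists of matched length (adjusted permutation p = 0.003). It did not pass with peaks inside genes alone (adjusted exact p = 0.435) or in the upper part of the peaks (2 of 4, adjusted exact p = 0.0939), and against the genes named in any table 4 of 4 could not pass here either. Of the list of proneural and related genes, da, emc, tap and ato were targets (4 of 9, adjusted exact p = 0.0346). The product of emc inhibits proneural proteins, and ac, sc, ase, amos and cato had no Qseq peak. The proneural list also passed 0.05 against lists of matched length. It did not pass among protein-coding genes, with peaks inside genes alone, in the upper part of the peaks or in the MACS table above 20 RPM. Temporal and Hox genes such as abd-A, nub, Antp and pdm2 (7 of 15), and genes of glia (4 of 7), muscle (6 of 12), gut (4 of 8) and trachea (5 of 8) passed 0.05 in the even-spread test and did not when lists were matched on gene length. Neuronal genes (2 of 10), ribosomal protein genes (2 of 24), germline genes (0 of 7) and the E(spl)-C genes Kaz-m1 and gro (1 of 2) did not pass either test. Without a library of unfused Dam, the excess of a list cannot be told apart from methylation of accessible chromatin by Dam itself. The highest peaks on the chromosome arms in the Qseq table named CG14621 at 2417 RPM, CG2022 at 1826 RPM, CG2991 at 1574 RPM and tou at 1367 RPM. The CG14621 peak is narrow, from 21834846 to 21835093 between genes, and holds 4653 reads. No MACS peak above 20 RPM exceeds 1.32 reads per bp. The peaks at CG2991 and mam have no overlapping peak in the MACS tables. In the MACS table above 20 RPM the order differs, with the highest peak over lack and CG11423 at 1272 RPM and no peak above 600.5 RPM on X, where CG14621 lies, or above 952.1 RPM on 3R, where CG2022 lies. The paper links the Notch pathway to the cell cycle genes by genetic interactions, proliferation and protein expression. From its ChIP and DamID results it proposes that most or all of these links involve direct transcriptional regulation.

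**Figure D3:**
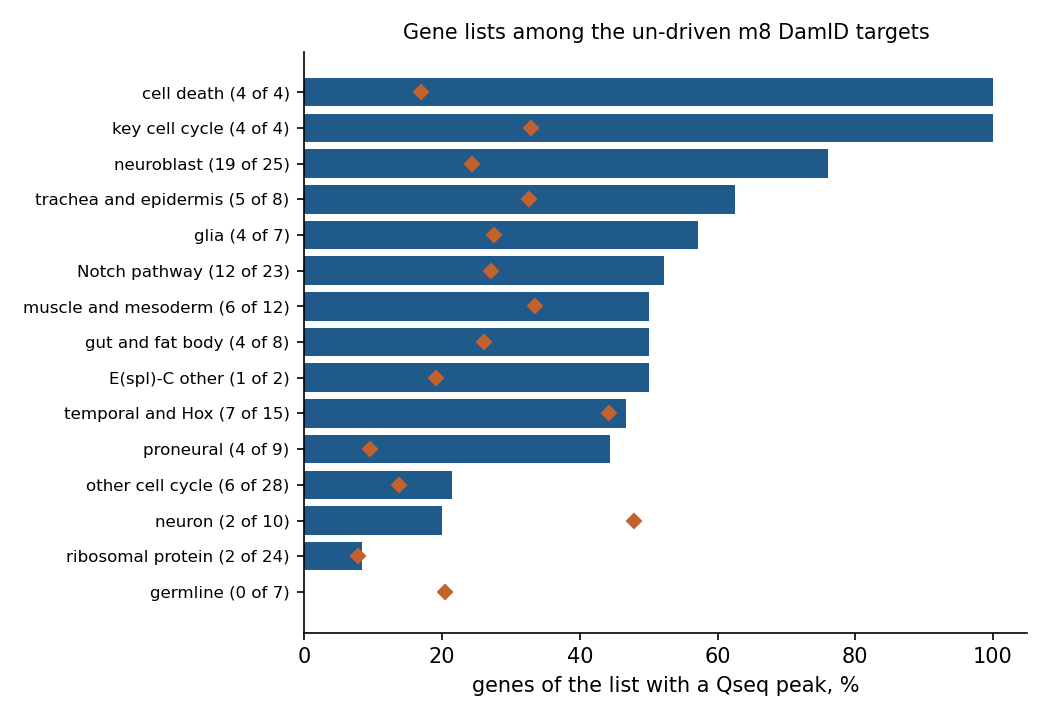
Share of the genes of each list that had a Qseq peak in un-driven m8 DamID, in percent on the horizontal axis, with the lists on the vertical axis and the number of targets in brackets. Diamonds are the mean of random lists matched on gene length, and the neuroblast list lies at 76% with 19 of 25 genes.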

Strikingly, Su(H), m5 and m8 peaks overlap with known CNS enhancers, particularly for *dap*, and to some extent for *CycE* and *stg* (Figs 6B and S8A and S8B).

## Discussion

Most if not all NBs commence lineage progression by dividing in the Type I mode, but subsequently many switch to Type 0 mode [23, 27, 47]. We find that Notch signaling acts globally in the VNC to trigger this Type I>0 switch, and that critical downstream genes are the *E(spl)* genes (Fig 7A and 7B). In addition, our recent survey of 21 *Drosophila* cell cycle genes, combined with an extensive genetic screen, identified critical input from the *CycE*, *stg*, *E2f* and *dap* genes [23, 36]. Here, we find evidence for direct links between the Notch pathway, *E(spl)-HLH* and these four cell cycle genes. Several genetic and molecular findings help to resolve these connections: First, we observe genetic interaction between Notch components (*kuz* and *E(spl)-C*) and cell cycle genes (*CycE* and *dap*; Figs 4 and S5). Second, *kuz* and *E(spl)-HLH* mutants show elevated daughter proliferation, while expression of NICD and m8^CK2^ shows reduced daughter proliferation. Third, with respect to cell cycle protein expression, both the *kuz* and *E(spl)-HLH* mutants, as well as NICD and m8^CK2^ expression, affects both cell cycle activators (CycE, Ef2, Stg) and inhibitors (Dap) (Fig 5). Finally, the ChIP and DamID results suggest that most, if not all of these interactions involve direct transcriptional regulation. 

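E2f1, called E2f in the paper, is the activating E2F factor of Drosophila and turns on genes for DNA replication, CycE among them. It is the longest of the 4 cell cycle genes at 40.6 kb, and lies on 3R. The paper's introduction lists E2f among the bound genes, while its figures of binding profiles depict the E(spl) complex, dap, CycE and stg. E2f1 carried 9 Qseq peaks in un-driven m8 DamID, all inside the gene, from 22.3 to 142.3 RPM. A cluster in the middle of the gene held the highest values. The peak from 17469795 to 17470493 in the authors' numbering had 142.3 RPM (interval 126 to 160), and peaks at 17466973 and 17462861 each had 138.7 RPM (123 to 156). A peak of 109.6 RPM began at 17458943. The peak at one end of E2f1, at 37.4 RPM, also covered the microRNA genes mir-998 and mir-11. The MACS table above 20 RPM gave 7 peaks in E2f1, the highest at 128.3 RPM. Long genes collect more peaks, and of 878 genes of about the length of E2f1, 54.4% had a Qseq peak and 1.71% had at least 9.

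**Figure D4:**
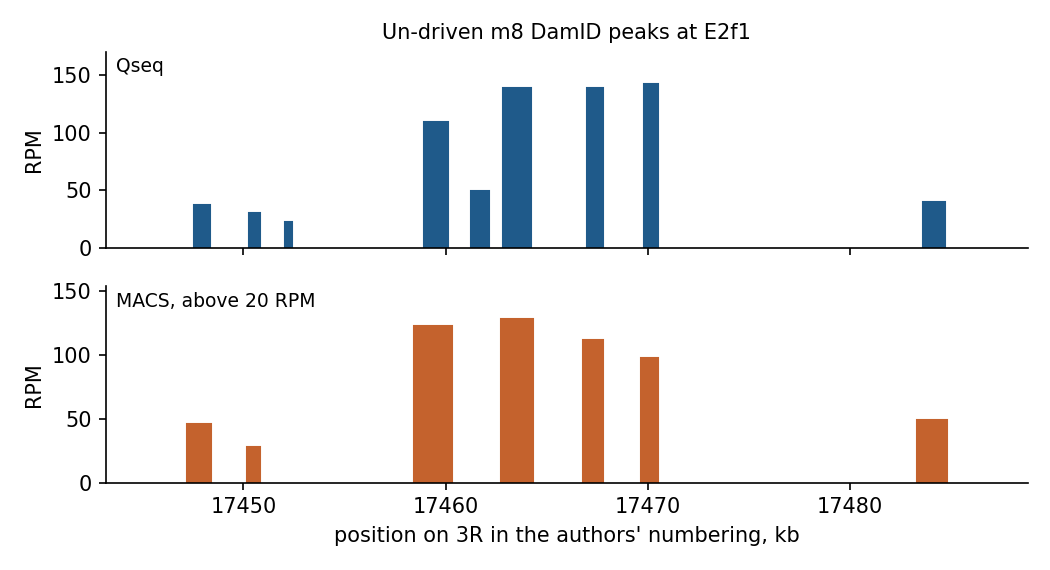
Peaks of un-driven m8 DamID at E2f1 in the Qseq table (top) and in the MACS table above 20 RPM (bottom), with position on 3R in kb on the horizontal axis and RPM on the vertical axis. Each filled bar spans a peak inside E2f1, and the highest bar of the top panel reaches 142.3 RPM.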

Based on these findings, we propose a multi-level model, where Notch signaling (NICD-Mam-Su(H)) first directly activates *E(spl)-HLH* and *dap*, and where *E(spl)-HLH* subsequently directly represses itself, *CycE*, *E2f*, *stg* and *dap* (Fig 7C).

**Fig 7:**
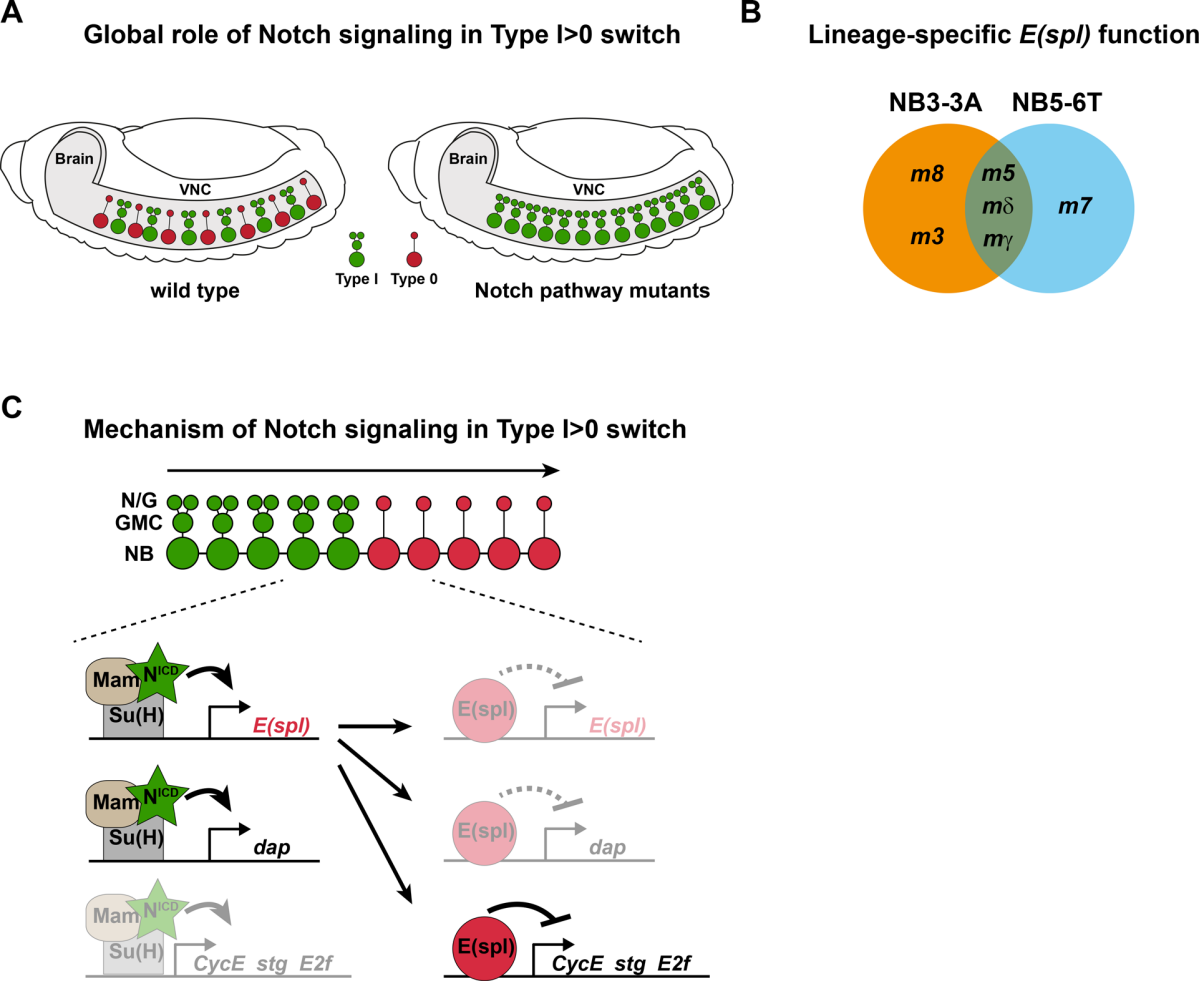
Notch signaling controls the global Type I>0 switch via cell cycle gene control. (A) During *Drosophila* VNC development many, perhaps all, NBs undergo a programmed Type I>0 daughter proliferation switch, mediated by the Notch pathway. (B) Analysis of two distinct lineages, NB3-3A and NB5-6T, using novel TILLING, recombineering and CRISPR/Cas9 alleles, reveals the differential function of *E(spl)-HLH* genes in the Type I>0 switch. (C) Genetic and molecular studies support a multi-levelmodel, where Notch signaling (NICD-Mam-Su(H)) initially activates *E(spl)-HLH* and *dap*, and where E(spl)-HLH subsequently represses *CycE*, *stg* and *E2f*. We also find evidence for partial regulation of *CycE*, *stg* and *E2f* by NICD-Mam-Su(H), and of *dap* and *E(spl)-HLH* by E(spl)-HLH (shaded; see text for details).

However, conflicting with this model is the finding that while Su(H) binds to *CycE*, NICD expression in fact triggers down-regulation of CycE. The explanation for this dichotomy may be that while the NICD-Mam-Su(H) complex presumably activates CycE, the simultaneous activation of E(spl)-HLH proteins, which also bind *CycE* and are obligate repressors, would nevertheless result in repression of CycE. Another conflicting result is that while m8^CK2^ represses CycE, Stg and Dap expression, it still reduces daughter proliferation. Presumably, the down-regulation of Dap, which should trigger daughter proliferation [23], is counteracted by the reduction of both CycE and Stg. This somewhat conflicting evidence for both first and second level regulation of both cell cycle drivers and inhibitors is presumably necessary to avoid a complete stop of lineage progression. Specifically, if NICD-Mam-Su(H) exclusively activated Dap and E(spl)-HLH, and E(spl)-HLH in turn exclusively repressed CycE, Stg and E2f, then proliferation would presumably stop completely even at very low levels of Notch activation. Hence, the balanced counterplay between activator and repressor Notch output, upon both cell cycle drivers and inhibitors, allows for a precise daughter proliferation switch, while allowing for lineage progression to continue. This dichotomous nature of the Notch pathway–regulating both activators and suppressors in a pathway–has been previously observed, and was coined “incoherent network logic” [4], and may well be a very common feature of Notch signaling.

### Combinatorial Control of the Type I>0 Daughter Proliferation Switch

The Type I proliferation mode is to great extent controlled by the Pros homeodomain transcription factor. Pros is expressed by most, if not all NBs, is cytoplasmically located in NBs, and distributes asymmetrically to the daughter cell where it enters the nucleus [48–50]. Once in the daughter nucleus, Pros acts to repress key cell cycle genes i.e., *CycE*, *stg* and *E2f* [46, 51], thus ensuring that the daughter can only divide one time; Type I. In contrast, Pros does not appear to play a central role for the Type 0 proliferation mode [23, 27]. Instead, the Type I>0 switch is controlled by several cues emerging late in NB lineage progression. In the thorax, these include the temporal gene *cas* and the Hox gene *Antp*, both of which are selectively expressed during latter stages of NB lineage development [23, 43]. Additionally, our studies demonstrate that the Notch pathway is also involved in the Type I>0 switch (this study; [27]). Because the Notch pathway is off in early delaminating NBs–a prerequisite for the generation of NBs–but is gradually activated in NBs [27], Notch also acts as a temporally gated cue for the Type I>0 switch. Misexpression of *cas* and *Antp* can trigger a premature Type I>0 switch [23], and here, we find that activation of the Notch pathway (NICD or m8^CK2^) can act similarly. Our previous studies demonstrated that Notch, *cas* and *Antp* do not regulate each other [23, 27]. In line with this finding, we find that *m8-cas-Antp* co-misexpression shows combinatorial effects on the Type I>0 switch.

A fascinating feature of *Drosophila* embryonic NB lineages is that the Type I>0 switch occurs at different and reproducible stages of lineage development in each NB type e.g., a short Type I window in NB3-3A, but a long Type I window in NB5-6T. Our results indicate that temporal, Hox and Notch input, acting in parallel pathways on partly overlapping but also distinct cell cycle genes, combinatorially contribute to high fidelity and lineage-specific flexibility for the timing of the Type I>0 switch. In doing so, they must somehow integrate with earlier pattering mechanisms to ensure the NB-specific timing of the Type I>0 switch.

### DNA-Binding Profiles of Su(H) and E(spl)-HLH Proteins

There is a well-established regulatory connection between Su(H) and the *E(spl)-HLH* genes. This stems from DNA-binding and enhancer studies, demonstrating Su(H) binding to key regulatory elements in the enhancers of several *E(spl)-HLH* genes [7, 9]. In addition, several studies, in cell lines and wing disc cells, have demonstrated binding of Su(H) to the *E(spl)* complex using ChIP [4, 12, 44, 45]. These studies also revealed binding of Su(H) to *CycE* and *stg*. In contrast, the direct targets of the E(spl)-HLH proteins are less clear, and only a subset of Notch targets have been identified as direct targets [52]. To our knowledge, there are no genome-wide data for any HES protein, presumably due to the instability of these proteins.

Analyzing our ChIP and DamID results, we find that the target genes *E(spl)-C*, *CycE*, *dap* and *stg* fall into several categories. For the *dap* target gene there is overall agreement between the two methods used and the three different proteins (Su(H), m5 and m8); peaks are overlapping, and fit with two known enhancer elements (Figs 6A and 6B and S6A and S6B). In contrast, for the *CycE* target gene, a more complex picture emerges. 

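CycE encodes Cyclin E, which drives cells from G1 into S phase, and its transcripts start at more than one promoter. CycE lies on 2L on the minus strand, so that each of its transcripts starts at the higher end of that transcript. On 2L the authors' numbering matches Release 6. Within 1 Mb of CycE, the gene that a Qseq peak is said to intersect overlaps that peak in Release 6 in all 37 cases. A gene was counted once for each peak that intersects it. In un-driven m8 DamID, the Qseq table names CycE at 3 peaks, and none of them covers a CycE start site. A peak of 21.3 RPM (interval 15.3 to 28.9) from 15744023 to 15744671 lies in an intron of CycE. Peaks of 39.5 RPM (31.1 to 49.4) and 28.6 RPM (21.5 to 37.2) lie beyond the 3' end of CycE, towards CG4587, and all 3 CycE peaks are below the median of the Qseq table. The MACS table above 20 RPM places a peak from 15745433 to 15747049 on the start site shared by 3 of the 6 annotated CycE transcripts, at 417.6 RPM (389 to 448). It ranks 49 among the 4209 peaks of that table. Beyond the 3' end of CycE the same table has a single peak of 68.6 RPM, which spans both Qseq peaks there. A peak of 18.7 RPM in an intron of CycE is in the table of MACS peaks under 20 RPM. Of 878 genes of about the length of CycE, 45.6% have a Qseq peak and 10.8% have at least 3, as CycE has.

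**Figure D5:**
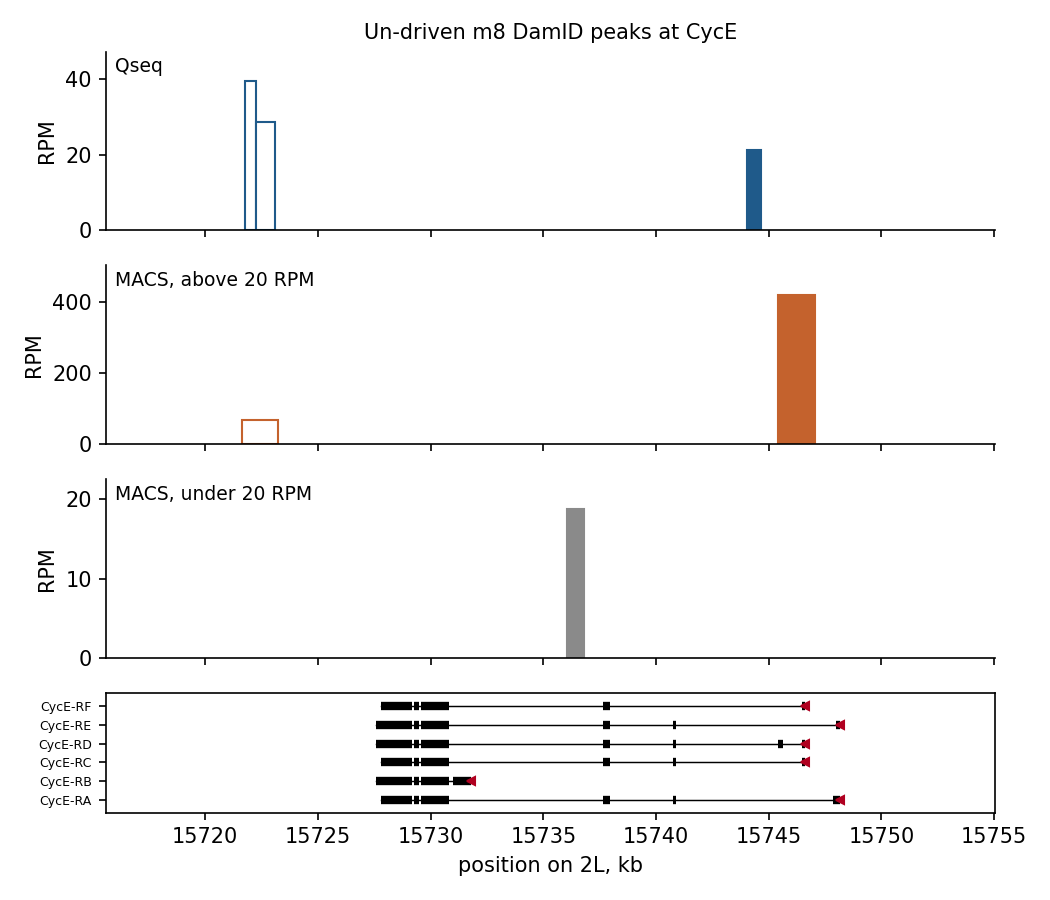
Peaks of un-driven m8 DamID at CycE in the Qseq table and in the MACS tables above and under 20 RPM, with position on 2L in kb on the horizontal axis and RPM on the vertical axis, on a scale of its own in each panel. Filled bars are peaks inside CycE, open bars are peaks between genes, and the lowest panel shows the exons of the 6 CycE transcripts with arrowheads at their start sites.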

First, although DamID for m5 and m8 show very similar profiles, there are striking differences in the peak profiles of driven versus un-driven m5 and m8: un-driven m5 and m8 show one major peak in the *CycE* promoter, whereas driven m5 and m8 show a set of peaks in the intronic region. Second, m8 ChIP only partially overlaps with driven m5 and m8 DamID. Third, ChIP for Su(H) shows a somewhat different profile, with several peaks not matching m5 and m8 DamID and ChIP peaks (Figs 6A and 6B and S6A and S6B). For *stg* there is overall agreement between driven and un-driven m5 and m8, but here the ChIP for m8 stands out, with a set of three very strong peaks in the upstream region. Regarding differences between different DamID experiments, one reason for different profiles when comparing driven versus un-driven may be that un-driven DamID relies upon low-level ubiquitous leakiness of the *UAS* transgene, whereas driven DamID is activated by a CNS-specific *Gal4* driver. Regarding differences between DamID and ChIP, it is generally assumed that DamID detects also transient binding, whereas ChIP relies more upon persistent binding to the DNA. Regardless of these differences in profiles, observed using the different experimental approaches, we believe that the ChIP and DamID results support the notion of direct regulation of key cell cycle genes by NICD-Mam-Su(H) and E(spl)-HLH.

### Specificity of *E(spl)-HLH* Genes

A number of studies have attempted to address the possible specificity of the seven *Drosophila E(spl)-HLH* genes. Loss-of-function studies, using deletions, have resulted in the notion that these seven genes are highly redundant, supported also by the fact that no individual loss-of-function phenotypes have been identified [13–16]. In contrast, gain-of-function studies have lent support for a notion that while different E(spl)-HLH proteins indeed have similar function, they may differ in their efficiency in promoting different developmental outcomes [53].

Here, by using single-lineage analysis, and in a sensitized background–removing half a copy for all *E(spl)-HLH* genes–we find that six out of the seven *E(spl)-HLH* genes are involved in the Type I>0 switch (Fig 7C). The fact that *m3* and *m8* only act in NB3-3A and *m7* in NB5-6T likely reflects differential gene expression–NB specificity and/or levels–rather than differential protein function, since the biological output is the same: the Type I>0 switch. All seven *E(spl)-HLH* genes are known to be expressed in the developing VNC, in a salt-and-pepper fashion [54], and we previously used an *m8-GFP* reporter to reveal that Notch signaling commences in the NB5-6T NB during latter stages of lineage development [27]. This reporter expression was dependent upon Notch signaling, evident by the loss of expression in NB5-6T in *kuz*^*e29-4*^. Here, we also find expression of *m8-GFP* also in NB3-3A, in line with the role of *m8* in this lineage. We have made extensive efforts aimed at generating reporter transgenes for all seven *E(spl)-HLH* genes, and antibodies to their protein products, but this has not resulted in reproducible detection of expression in NBs. Hence the details of the expression of all seven E(spl)-HLH in different NBs remain unclear.

It is tempting to speculate that rather than a high degree of specificity of expression in different NBs, *E(spl)-HLH* genes may act in a generic additive manner. This notion is in part supported by our findings: NB3-3A has an early Type I>0 switch, which involves five *E(spl)-HLH* genes, while NB5-6T shows a later switch, involving four genes. Another intriguing idea is that different *E(spl)-HLH* genes may be utilized for the Type I>0 switch during different time-windows i.e., a temporal *E(spl)-HLH* cascade. However, we find no evidence for this idea in our results, since the different *E(spl)-HLH* mutants show similar numbers of aberrant daughter proliferation at the same stage (Fig 3G–3I and 3N-3P).

### Multi-level Notch Effector Output; a Dynamic System for Proliferation Control

The Notch pathway is controlled at a number of different levels, including miRNA and protein-stability control of most, if not all components [55–57]. Our findings here add further complexity to Notch regulation, by proposing feedforward activation and negative feedback between primary- and secondary-level TFs in the pathway, as well as by both activation and repression of an overlapping set of key cell cycle regulators (Fig 7C). This regulatory model is especially intriguing when viewed against a growing body of evidence that points to the importance of oscillations of Notch signaling with respect to differential biological outcomes [58]. Support for complex interplay between Notch signaling and the cell cycle recently emerged also from mathematical modeling [59]. This regulatory interplay combines for a highly flexible and dynamic signaling output, and suggests that variations in Notch signal strength and length may help explain the anti- or pro-proliferative output from this pathway.

## Materials and Methods

### Immunohistochemistry

A DNA fragment encoding Stg protein was expressed in bacteria. Protein was PAGE-gel purified and injected into guinea pigs, mice and rats. See S1 Text: Extended Experimental Procedures for details.

### Fly Stocks

*E(spl)-HLH* TILLING alleles were obtained by TILLING (Targeted Induced Local Lesions IN Genomes) of all seven *E(spl)-HLH* genes on the Fly-TILL platform [60]. Gene-specific deletion mutants were generated from a functional *E(spl)-C* BAC [61], that was modified in three consecutive steps of recombineering mediated gap-repair [62]. The resulting transgene was integrated at the M[3xP3-RFP, attP]51D attP site using phiC31-mediated integration [62]. CRISPR/Cas9-mediated homologous recombination was used to generate a null allele of *E(spl)-HLH- mγ*. See S1 Text: Extended Experimental Procedures for details.

### UAS Transgenes

Novel UAS transgenes were generated for *Su(H)* and *m8* by de-novo gene synthesis (Genscript, Piscataway, NJ, USA). DNAs were inserted into the pUASattB vector, and transgenes generated by PhiC31 transgenic integration [63] (BestGene Inc. Chinmo, USA). UAS-TF-Dam transgenic flies were generated by *P* element transformation (BestGene Inc. Chinmo, USA). See S1 Text: Extended Experimental Procedures for details.

### DNA Adenine Methyltransferase Identification (DamID)

*Drosophila* DNA adenine methyltransferase identification (DamID) was carried out according to a modified protocol based on a method from Vogel et.al. [64] and A. Brand (www.flychip.org.uk). See S1 Text: Extended Experimental Procedures for details.

### Chromatin Immunoprecipitation (ChIP)

Chromatin preparation was carried out according to the protocol from Négre et al., (http://wiki.modencode.org/project/uploads/6/6b/ChIP_protocol_NN_07v1.2.pdf). Immunoprecipitation was conducted according to MERCK Millipore protocol (Manga ChIP protein A/G beads), using αFLAG (m) 1:200 (BPS Bioscience cat: 25003). See S1 Text: Extended Experimental Procedures for details.

### DNA Sequencing and Bioinformatics

Sequencing was carried out on the Illumnina HiSeq2500 platform. DNAstar Seqman NGN software (DNASTAR, Inc. version 12.2) was used for sequence assembly. Normalization was done with RPM, Qseq was used for peak detection and the wig-files were aligned to genome assembly dm6 on the UCSC genome browser for visualization [65]. See S1 Text: Extended Experimental Procedures for details.

## Supporting Information

S1 Text Extended Experimental Procedures and Supplemental References.

S1 Data DNA sequences of the synthetic Su(H) and E(spl)m8-HLH constructs.

S1 Fig (Related to Fig 1) Notch controls the Type I>0 switch in NB5-6T. (A-E) The last-born cells in the NB5-6T lineage, the Ap neurons, are born as Type 0 cells; 4 cells in T2-T3 and 5 cells in T1; identifiable by Eya, and neuropeptides FMRFa and Nplp1. (B) *kuz*^*e29-4*^, *elav>Su(H)RNAi* (C), and (D) *insc>Tom;neur*^*Df*^*/+*, frequently displayed extra Eya cells, as well as Ap1 and Ap4 duplications. (E) Although there is no apoptosis in the latter part of the NB5-6T lineage in wild type [26], previous studies demonstrated that when the Type I>0 switch is perturbed, and daughters undergo aberrant divisions, some ectopic daughters may undergo apoptosis [23]. Therefore, to reveal the full proliferation effect of *kuz* mutants we combined *kuz*^*e29-4*^ with a programmed cell death (PCD) mutant (*Df(3L)ED225*). However, this did not result in increased Ap cell numbers beyond that observed in *kuz*^*e29-4*^ alone. (F) Quantification of Eya cell numbers (* p≤0.05, ** p≤0.01, *** p≤0.001; n≥32 clusters; Wilcoxon signed-rank test; +/-SD). Previously, we determined that the Delta ligand was involved in this Notch event [27]. We analyzed *Ser* mutants and a recently generated *Notch* mutant, *Notch*^*jigsaw*^, which only affects the interaction between Notch and Ser, leaving Notch-Delta interactions un-perturbed [68]. We did however not observe any changes in Ap cell number in either mutant. (G) The NB5-6T lineage progresses with nine Type I rounds of asymmetric divisions followed by five Type 0 divisions [2]. In Notch pathway perturbations, the Type I>0 switch is perturbed leading to aberrant divisions of daughter cells. (M) Cartoons illustrating the proliferation effects in cell death (PCD), *kuz*^*e29-4*^ (Notch) and PCD, *kuz* double mutants (black squiggle depicts dividing cells; Q = quiescence; exit = cell cycle exit; see Fig 2G and 2H for data). Previous studies have revealed that NBs in the VNC can stop lineage progression in three distinct ways: by programmed cell death (PCD) (“stop-by-PCD”; exemplified by NB7-3) [23,69]; by cell cycle exit followed by PCD (“stop-then-PCD”; exemplified by NB5-6T) [26, 43]; and by cell cycle exit followed by quiescence (“stop-then-Q”; exemplified by NB3-3T) [70]. “Stop-by-PCD” may be a rare event–in fact so far it has only been reported in one NB (NB7-3). In line with this notion, while previous studies have revealed that a subset of thoracic NBs and the majority of abdominal NBs are removed by PCD during mid to late embryogenesis [71–73], there has been no report of global over-proliferation of the embryonic VNC in PCD mutants. Our results (Fig 2G and 2H) are in line with previous studies of PCD in NBs and of proliferation control. In wild type, a small fraction of NBs terminate lineage progression by “Stop-by-PCD”, while the majority terminates via either “Stop-then-PCD” (majority of abdominal NBs) or “Stop-then-Quiescence” (the majority of thoracic NBs; Fig 1S). All three categories have likely, to great extent, undergone the Type I>0 switch prior to lineage termination [23]. In PCD mutants, a small increase in NB proliferation is observed, specifically in the “Stop-by-PCD” NBs, while daughter proliferation is generally unaltered. In Notch pathway mutations, NB proliferation is unaffected, while the Type I>0 switch is affected. In PCD-Notch double mutants, the few “Stop-by-PCD” NBs that now survive add very minimally to the Type I>0 switch phenotype. Our findings are hence in line with previous findings, and we find minimal effects on NB proliferation in PCD mutants (*Df(3L)ED225*), with only one of four time-points studied showing a small increase. Similarly, analysis of daughter proliferation in PCD mutants revealed minimal effects, with only one of four measurements showing a small increase.
(PDF)

S2 Fig (Related to Fig 3) Genetic redundancy in the *E(spl)* complex. To begin addressing the role of each member of the *E(spl)* complex with respect to the Type I>0 switch, we first analyzed a number of deficiencies in this region, using the NB5-6T lineage and the four Ap neurons (Type 0) as readout. As anticipated, these studies revealed a complex picture of *E(spl)-HLH* gene involvement. The picture is further complicated by the fact that the gene encoding the E(spl)-HLH transcriptional co-repressor Groucho (Gro) is located adjacent to the *E(spl)* complex. (A) Schematic of the *E(spl)* complex, depicting only the *E(spl)-HLH* genes and *gro*; horizontal bars outline the deficiencies used. (B) Crosses made between different deficiencies. Colored overlap indicates homozygous deleted regions (null). (C) Heterozygous deletion of the entire *E(spl)* region, without removing *gro*, did not reveal any significant phenotype at stage air-filled trachea (AFT)(*Df(3R)BSC751/+)*. Similarly, overlapping deletions removing *E(spl)m7-HLH* (*m7*) and *m8* showed no significant effect (*Df(3R)gro32*.*2*, *P-gro/Df(3R)ED6232*; S2B, S2F). (D) In contrast, heterozygous deletion of the region, while also removing one gene copy of *gro*, resulted in extra Ap cells (*E(spl)-C*^*Δmδ-m6*^*/Df(3R)ED6232*; S2B, S2F). Overlapping deletions removing *m3* and *m5*, while also removing one gene copy of *gro*, gave strong effects (*E(spl)-C*^*Δmδ-m6*^*/Df(3R)Exel6204*; S2B, S2F). Removal of *m3*, *m5*, as well as *m7* and *m8*, while rescuing *gro* function, increased these effects (*Df(3R)gro32*.*2*, *P-gro/Df(3R)Exel6204*; S2B, S2F). Removal of *m3*, *m5*, as well as *mδ*, *mγ* and *mβ* also gave strong effects (*Df(3R)gro32*.*2*, *P-gro/E(spl)-C*^*Δmδ-m6*^; S2B, S2F). Further removal of *gro* in this background did not exacerbate this already strong effect (*Df(3R)BSC751/E(spl)-C*^*Δmδ-m6*^; S2B, S2D-F). (E) Expression of Dpn+ reveals extra delaminated NBs in the NB5-6T lineage, marked by *lbe(K)-GFP*. (F) Quantification of Eya+ cells per thoracic T2/T3 Ap cluster +/- SD, in a number of *E(spl)-HLH* composite deletions, at AFT. Asterisks denote significant difference compared with the heterozygous deficiency (*lbe-GFP*, *Df(3R)BSC751/+*) (* p ≤0.05, ** p≤0.01, *** p≤0.001; +/-SD; Annova, Bonferroni posthoc; n≥12 clusters). Extra Eya cells are generated in the majority of crosses, and the severity mirrors the extent of genetic ablation. (G) Based upon these and previous results [27], we find that perturbation of *E(spl)-HLH* genes increases Ap cell numbers by two routes; weaker mutant combinations only affect the Type I>0 switch, while stronger combinations also result in extra NB5-6T generation.
(PDF)

S3 Fig (Related to Fig 3) Eya cell numbers in Notch/E(spl) mutants. (A) Quantification of Eya cells in NB5-6T. The three TILLING alleles identified for *m5* do not show significant effects when crossed to each other. This is in contrast to the results found when these *m5* alleles are placed over a deletion uncovering all seven *E(spl)-HLH* genes (*Df(3R)BSC751*) (S2 Fig). The lack of effect for *m8*^*V59M*^ in NB5-6T (Fig 4) is not likely due to that it is a hypomorphic allele, because the previously identified *m8*^*1*^ also did not show any effect, even when placed over deficiency (*Df(3R)BSC751*) (* p ≤0.05, ** p≤0.01, *** p≤0.001; Kruskal-Wallis, Dunn’s posthoc; +/-SD; n≥40 segments). (B) Expression of GFP in the *E(spl)HLHm8-GFP* transgenic line is observed in NB3-3A, at St13. NB3-3A was identified by position, expression of Eve (not shown; out of the focal plane shown here), Dpn and Cas (known to be selectively expressed by NB3-3A at St13 [74]).
(PDF)

S4 Fig (Related to Fig 4) Notch does not control the Type I>0 switch via regulation of proneural genes. Previous studies of Notch signaling during the process of lateral inhibition demonstrated that key targets are the genes of the proneural family of bHLH transcription factors; *achaete*, *scute* and *lethal-of-scute* [34, 35]. Addressing the possible role of these genes in the Type I>0 switch is not trivial, first because of their genetic redundancy, and second because of their prominent role in lateral inhibition; in compound mutants many NBs fail to form during early neurogenesis [75, 76]. However, arguing against their role in NBs during the subsequent Type I>0 switch is the fact that they are known to be rapidly down-regulated immediately following NB delamination [77, 78]. (A-F) Expression of Sc, L´Sc and Ac in thoracic segments T1-T2, at StE12. The NB5-6T lineage is visualized by *lbe(K)-GFP* and NBs by Dpn. We stained for all three proneural proteins at St12; the time-point at which the Type I>0 switch is in progress globally. While we could detect all three proteins in a minor subset of neurons and glia, we found little if any expression in wild type NBs (A, C, E). We furthermore analyzed Ac, Sc and L-sc expression in *kuz*^*e29-4*^, but did not observe any apparent activation of these proteins, in NBs or other cells (B, D, F). While we cannot completely rule out involvement of the proneural genes in the Type I>0 switch, their rapid down-regulation in early NBs, their apparent lack of expression in NBs at the time of the switch, and the lack of effects on proneural expression in *kuz* mutants, strongly argues against proneural involvement in this Notch function.
(PDF)

S5 Fig (Related to Fig 5) Activated Notch reduces daughter proliferation. (A) Quantification of the number of NB3-3A cells, at St17 (*eg-Gal4/UAS-GFP*). While *dap* or *kuz* heterozygotes do not show significant increase in NB3-3A lineage cells, *kuz*/*dap* transheterozygotes show clear effects. These effects are similar to those observed in *kuz* or *dap* homozygotes (* p≤0.05, ** p≤0.01, *** p≤0.001; n≥47 lineages; ANOVA with Dunnett’s posthoc test; +/-SD). (B) Quantification of dividing NBs and daughters in the VNC in *insc>NICD* expression versus control; at two different developmental stages; in the thorax and abdomen (T2-T3 and A1-A2) (* p≤0.05, ** p≤0.01, *** p≤0.001; Student’s two-tailed T-test; n≥20 segments; +/-SD). Reduced daughter proliferation is observed at St12, in both thorax and abdomen, while NBs are unaffected.
(PDF)

S6 Fig (Related to Fig 5) Generation of stabilized *UAS-m8* transgenes. (A) New *UAS-m8* constructs were generated, omitting the 5´and 3´UTR, and codon optimizing the ORF for m8. The sequence upstream the start-ATG was altered to match the *Drosophila* consensus and the CK2 phospho-degron was mutated. The transgene was inserted at *28E* on chromosome 2. (B-G) Control and embryos expressing the novel *UAS* constructs, driven from *pros-Gal4*, detected by FLAG antibody stain. (B-D) three thoracic VNC segments; (E-G) one thoracic hemi-segment, showing NB5-6T identified by *lbe(K)-GFP* (St15). While expression of the *m8-FLAG* construct is not readily detected above control background, *m8*^*CK2*^*-FLAG* shows robust staining in the VNC and in NB5-6T.
(PDF)

S7 Fig (Related to Fig 5) Stg expression levels and number of cells in NB5-6T are both reduced by E(spl)HLHm8^CK2^ misexpression. (A) Expression of m8^CK2^, driven by *pros-Gal4*, results in significantly reduced cell numbers in the NB5-6T lineage (* p≤0.05, ** p≤0.01, *** p≤0.001; +/-SD; Student’s two-tailed T-test; n≥ 24 lineages). (B) Expression of m8^CK2^, driven by *pros-Gal4*, results in reduced levels of Stg expression. In *kuz*^*e29-4*^ we did not observe significant changes in Stg (* p≤0.05, ** p≤0.01, *** p≤0.001; +/-SD; Student’s two-tailed T-test; n≥26 NBs).
(PDF)

S8 Fig (Related to Fig 6) ChIP and DamID analysis of Su(H), m5 and m8 reveals binding to *Cyclin E* and *string*. (A-B) Normalized binding profiles for ChIP of FLAG-tagged Su(H) and m8^CK2^, driven by *pros-Gal4*, as well as DamID, driven by *pros-Gal4* or “un-driven”, for m5 and m8. Depicted are the *CycE* and *stg* genes. (A) Several peaks were identified on the *CycE* gene, and the profiles differ between the conditions used, most notably between DamID driven by *pros-Gal4* or un-driven. One peak corresponds to a previously identified *CycE* CNS enhancer (green) [79, 80]. (B) On the *stg* gene, a number of peaks were detected in the upstream region. Notable difference is between m8^CK2^ ChIP versus m8 and m5 DamID profiles. Many peaks correspond to previously identified *stg* CNS enhancers (green) [81, 82].

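The gene stg encodes the Cdc25 phosphatase that releases cells from G2 into mitosis, and its transcription is driven by a long upstream region. On 3R, stg lies on the minus strand, so that the side towards CG14506 is upstream. The Qseq table of un-driven m8 DamID names stg at 3 peaks. The highest, from 25079637 to 25081193 in the authors' numbering, intersects stg itself at 100.8 RPM (interval 87.1 to 116). Upstream, between stg and CG14506, peaks of 29.1 RPM (22.0 to 37.8) and 45.2 RPM (36.2 to 55.7) lie from 25082708 to 25083415 and from 25094542 to 25095594. The value in stg is higher than those of both upstream peaks by more than counting error. In the MACS table above 20 RPM, stg itself has a peak of 97.1 RPM and its upstream side has 3, the highest at 31.7 RPM and the farthest from 25114746 to 25115573 at 27.5 RPM. Of 878 genes of about the length of stg, 1.14% have at least 3 Qseq peaks. These genes were not matched on the width of flanking regions, where 2 of the 3 stg peaks lie.

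**Figure D6:**
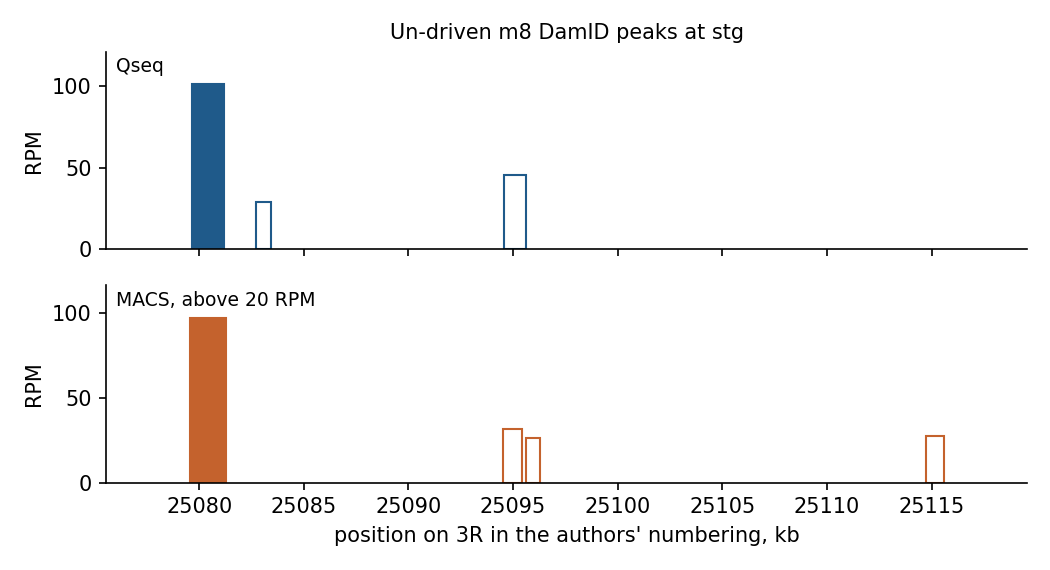
Peaks of un-driven m8 DamID at stg in the Qseq table (top) and in the MACS table above 20 RPM (bottom), with position on 3R in kb on the horizontal axis and RPM on the vertical axis. The filled bar is the peak that intersects stg, and open bars are upstream peaks between stg and CG14506.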

(PDF)

S1 Table (Related to Fig 3) *E(spl)* TILLING mutations. Primer pairs and PCR fragment size used for the TILLING of the seven *E(spl)-HLH* genes. The mutated nucleotide and corresponding amino acid mutation is also shown, as well as the stock numbers from the Stowers collection and the Bloomington stock numbers.
(PDF)

# Supplementary material for: Control of Neural Daughter Cell Proliferation by Multi-level Notch/Su(H)/E(spl)-HLH Signaling
**Source:** PLoS Genet. 2016 Apr 12;12(4):e1005984. doi: 10.1371/journal.pgen.1005984
**Supplement:** S1 Text

**SUPPORTING INFORMATION**

**S1 TEXT 1: EXTENDED EXPERIMENTAL PROCEDURES**

**Immunohistochemistry**

Immunohistochemistry was performed as previously described [[1](#_ENREF_1)]. Primary antibodies were: Guinea pig α-Deadpan (1:1,000) (provided by J.B. Skeath). Rabbit α-phospho-histone H3-Ser10 (pH3) (1:250) (Upstate/Millepore, Billerica, MA, US). Rabbit α-cleaved Caspase-3 (1:100; Cell Signaling Technology, Danvers, MA, US). Rabbit α-GFP (1:1,000) Chicken α-GFP (1:1,000)(Molecular Probes, Eugene, OR, US). Guinea pig α-Dimm (1:1,000), chicken α-proNplp1 (1:1,000) and rabbit α-proFMRFa (1:1,000) [[2](#_ENREF_2)]. Rat mAb α-GsbN (1:10) [[3](#_ENREF_3)] (provided by R. Holmgren). Mouse mAb α-Pros MR1A (1:10), mAb α-Eya 10H6 (1:250) (Developmental Studies Hybridoma Bank, Iowa City, IA, US). Rabbit α-CycE (1:500)(Santa Cruz Biotechnology, Santa Cruz, CA, USA). Guinea pig α-Dap (1:1,000), rat α-E2f (1:100) [[4](#_ENREF_4)].

For the generation of antibodies to Stg, a DNA fragment encoding the full-length Stg protein (*stg* is predicted to only generate one protein variant; http://flybase.org) was generated by codon optimization (for *E.coli* expression) of the open-reading-frame, synthesized by de-novo gene synthesis (Genscript, Piscataway, NJ, USA), inserted into pGEX-4T3 and expressed in bacteria. PAGE-gel purified Stg-Gst fusion protein was injected into 4 guinea pigs, 4 mice (Davids Biotechnologie, Regensburg, Germany) and 4 rats (Agrisera, Umea, Sweden). Sera from two rats gave specific staining of the embryonic VNC, most strongly observed in mitotic NBs. Sera were tested, at 1:500, for specificity by the absence of specific staining in *stg* mutants (*stg^Df(3R)6212^*) and for ectopic Stg expression in *UAS-stg*/*pros-Gal4* (not shown).

**Fly Stocks**

*lbe(K)-EGFP* [[5](#_ENREF_5)]. *lbe(K)-lacZ [*[*4*](#_ENREF_4)*]*. *elav-Gal4* [[6](#_ENREF_6)]. *Df(3R)BSC751/E(spl)-C^Δmδ-m6^*) [[7](#_ENREF_7)]. *prospero-Gal4* on chr 3 (F. Matsuzaki, Kobe, Japan). *m8^1^* (*E(spl)m8-HLH^1^*); *mam^GA345^*; *Su(H)^IB115^*; *insc-Gal4*; *Ser^Df^* = *Df(3R)Exel6208*; *kuz^e29-4^*; *neur^Df^* = *Df(3R)ED5296*; *2xUAS-Tom*; [*Df(3R)BSC751*](http://flybase.org/reports/FBab0045817.html); *Df(3R)Exel6204*; *Df(3R)ED6232*; *Df(3R)Espl22 (groBx22)*; *Df(3R)gro32.2, P-gro* (from Bloomington Drosophila Stock Center). *E(spl)-C^Δmδ-m6^* [[7](#_ENREF_7)]. RNAi of *Su(H)* was performed by crossing previously generated *UAS-shmiR-Su(H)-2056* lines [[5](#_ENREF_5)] to *elav-Gal4*. Mutants were maintained over *GFP*- or *YFP*-marked balancer chromosomes. As control, *OregonR* or *w^1118^* was used. Staging of embryos was performed according to Campos-Ortega and Hartenstein [[8](#_ENREF_8)].

**TILLING Mutants**

*E(spl)* TILLING alleles were obtained by TILLING (Targeted Induced Local Lesions IN Genomes) of all seven E(spl) genes on the Fly-TILL platform [[9](#_ENREF_9)]. Fly-TILL was performed on a large collection of EMS mutagenized stocks, generated in collaboration between Scott R. Hawley, at the Stowers Institute for Medical Research (Kansas City, MO, USA) and Steven Henikoff, at the Fred Hutchinson Cancer Research Center (Seattle, WA, USA). A total of 66 mutations in the seven *E(spl)* genes was identified in the collection, and a subset of mutant stocks predicted to affect gene function were obtained from S. Hawley. All mutations identified by Fly-TILL and used to study *E(spl)* gene function were verified by PCR-amplification and sequencing (data not shown). The 15 *E(spl)* TILLING alleles used in this study have been deposited at Bloomington Drosophila Stock Center. Primers and identified mutations, as well as Stowers and Bloomington stock numbers are listed in Supplemental Table S1.

**Recombineering Mutants**

The *E(spl)-mδ(FRT)-mβ(FRT)-m3^GFP^* transgene contains the entire genomic region of the *E(spl)-C* carrying a mutant version of the *E(spl)m3-HLH* gene, a wild-type version of the *E(spl)mδ-HLH* flanked by two FRT sites and a wild-type version of the *E(spl)mβ-HLH* flanked by two FRT sites (Figure 3B). To avoid disrupting conserved *cis*-regulatory elements, the FRT sites flanking the *E(spl)mδ-HLH* and *E(spl)mβ-HLH* genes were inserted within non-conserved regions. This transgene was generated by modifying the attB-P[acman] BAC encoding the *E(spl)-C* (Chanet et al. Genetics, 2009) in three consecutive steps of recombineering mediated gap-repair (Venken et al. Science, 2006). First, the ORF of the *E(spl)m3-HLH* gene was replaced by sfGFP using the following primers: m3-sfGfp-F: CAA TCC TTA AAA TAC ACA ACA TAA AAC AAC CCA ATC GAT Cat ggt gtc caa ggg cga gga: m3-sfGfp-R: TAA TAT TAG GGA TAA GAT CCA TAT TGG GCA CGC CCA ATT Agg atc cct tgt aca gct cat. In a second step, one FRT site was inserted 213 nt upstream of the *E(spl)mδ-HLH* start codon and another one 284 nt downstream of the *E(spl)mδ-HLH* stop codon using the following primers: mδ-FRT1.2-F: GAT GCT TCG TTG TGA TCG TCG GCG TGT AGG GAA GTT CCT ATT CTC TAG AAA GTA TAG GAA CTT Cag cgt tgt gat cgc agt gcg tgg tgg c: mδ-FRT1.2-R: TAA TTT TAA AAC ATA CAC AAA AAT TTG TTC GAA GTT CCT ATA CTT TCT AGA GAA TAG GAA CTT Ctt aat gag gct aag tgg aag ctc gg. In a third step, one FRT site was inserted 564 nt upstream of the *E(spl)mβ-HLH* start codon and another one 128 nt downstream of the *E(spl)mβ-HLH* stop codon using the following primers to amplify the FRT sites for the second exchange: mβ-FRT1.2-F: CTC TGC TGG GCT GCT GGG AAA GCT ATT CCT GAA GTT CCT ATT CTC TAG AAA GTA TAG GAA CTT Cgg gca gca att gat gat ctc caa gg: mβ-FRT1.2-R: gtc gca cag acc tct taa agg cgg ccc gTC GAA GTT CCT ATA CTT TCT AGA GAA TAG GAA CTT CCA TCC GTC CGT CCG CTC AAG AAA GAC GG. All recombineering events were verified by sequencing the recombined regions. The resulting transgene was integrated at the M[3xP3-RFP, attP]51D attP site using phiC31-mediated integration (Venken et al. Science 2006). Injection was performed by BestGene Inc. (Chinmo, USA).

We next used FLP-FRT mediated recombination in the germline of *tub85D-flp* males to delete from this transgene the *E(spl)mδ-HLH* gene and/or the *E(spl)mβ-HLH* gene, as well as to generate a small and precise *E(spl)mδ-mβ* deletion. All possible recombination events were recovered within the progeny of a single tube. These deletions were characterized by PCR (primers available upon request).

**Crispr/Cas9 Mutants**

To generate a null allele of *E(spl)-HLH- mγ*, we used CRISPR-mediated homologous recombination (HR) to replace its ORF by those of sfGFP. CRIPSR-mediated HR was performed by co-injecting two plasmids encoding gRNAs located 5’ and 3’ relative to the E(spl)-HLH-mγ gene together with a repair plasmid. The following primers were used for U6g-RNA cloning (see <http://flycrispr.molbio.wisc.edu/protocols> for details): gRNA-5’: cttcGTTGTGTGTTGCTAGACCTT; aaacAAGGTCTAGCAACACACAAC. gRNA-3’: cttcGTAACTATTCGATCGCCCCA; aaacTGGGGCGATCGAATAGTTAC. The repair cassette was generated by BAC recombineering in *E. coli* starting from the attB-P[acman]-Ap BAC encoding the *E(spl)-C* described previously [[10](#_ENREF_10)]. Recombineering was performed as described previously [[11](#_ENREF_11)]. The following modifications were introduced:

• two 2-nt deletions in the PAM sequences targeted by gRNA-5’ and gRNA-3’ to prevent cleavage of the repair construct by the gRNAs

• the replacement of the *E(spl)-HLH-*mγ ORF by those of the *sfGFP* gene

• the insertion of a 3xP3-RFP selection marker flanked by loxP sites 3’ to the modified *E(spl)-HLH-* mγ ^null^ gene.

These modifications were introduced using the following primers:

loxPrpsl-F: AAA CGC AAT AGC ACC TCT CTC TGT CCC CTG TAA CTA TTC GAT CGC CCC ACg gcc tgg tga tga tgg cgg g: loxPneo-R: GCC TTG GCA TTG TTT TCG CTT TCT TTT GTC CGA CGA TCG TGT ATG TGC ATt cag aag aac tcg tca aga agg: loxP-F: CTG TCC CCT GTA ACT ATT CGA TCG CCC CAC ata act tcg tat aat gta tgc tat acg aag tta tgt cga cga att cgc gg: loxP-R: TTC TTT TGT CCG ACG ATC GTG TAT GTG CAT ata act tcg tat agc ata cat tat acg aag tta tac tag aga gct tcg ca: rpsl-F: TTG GCC CAT TTT TTG GGG GTT GTT TCT GGC CAG CTA TAT AAG GCC GAT Cag gcc tgg tga tga tgg cgg g: neo-R: TCT CCT TCG TTT TTT TTT TTT TCA GTT GTG GTG TGA AGT AAT CCT ATC Tat cag aag aac tcg tca aga agg: gRNA-5GFP-F: GAA CAA TAA GAA ACA CAC AAA ATG GTG TCC AAG GGC GAG GAG C: sfGfp5'RNA-R: GCT CCT CGC CCT TGG ACA CCA TTT TGT GTG TTT CTT ATT GTT C: GFP-F: TGT TTC TGG CCA GCT ATA TAA GGC CGA TCA TGG AAG GTC TAG CAA CAC ACA ACG: GFP-R: TTC AGT TGT GGT GTG AAG TAA TCC TAT CTA GGA TCC CTT GTA CAG CTC ATC C.

We then used recombineering to fetch a 6.4 kb long DNA fragment from the modified BAC into the multi-copy plasmid pCR2.1 for injection. This generated a repair construct carrying 1.5 kb long 5’ and 3’ homology arms. The following primers were used for this last recombineering step: pCRmγ-F: GGT TTG GAA CGT GGT TCT CAC ACG ATC GAC ACA CCT GCC CTT TTT TGT ATt tgg tta aaa aat gag ctg a: pCRmγ-R: GAG TAG TAA AGC TAT CAA TGT TAA TTG GTT GCG TAT ATA TGG AAT GCC CTc ttc cgc ttc ctc gct cac t. All constructs were sequenced following each recombineering step.

To generate the *E(spl)-HLH-*mγ^null^ allele, 250 embryos from a *y^1^ M{vas-Cas9.RFP-}ZH-2A w^1118^/FM7a, P{Tb^1^}* (BL-55821) were injected with 50 ng/μl of each gRNA plasmid and 250 ng/μl of the repair construct. Six independent RFP-positive lines were obtained. 4/6 lines were tested by PCR for the presence of GFP and for proper HR at the locus. 4/4 lines were correct. One line was kept for further analysis.

**UAS Transgenes**

Novel UAS transgenes were generated for *Su(H)* and *m8*. These were generated by codon optimization of the open-reading-frame (http://www.jcat.de/), synthesized by de-novo gene synthesis (Genscript, Piscataway, NJ, USA), avoiding the 5’ and 3’ UTR (see Supplemental Information 2 for DNA and protein sequences). Mutations in putative or identified phosphorylation epitopes were also introduced, as well as FLAG and/or HA epitope tags (Figure S6A). DNAs were inserted into the pUASattB vector, and transgenes generated by PhiC31 transgenic integration [[12](#_ENREF_12)] into the 28E chromosomal location (BL#9723)(BestGene Inc, CA, USA).

Since Dam expression was toxic in embryos [[13](#_ENREF_13)], we generated UAS-TF-Dam transgenic flies in which the leaky expression of the TF-Dam was blocked using a transcriptional stop cassette (FRTstopFRT). pUASt-FRTstopFRT-DamTF transgenes were obtained by inserting a BamHI-XbaI PCR fragment encoding the TF ORF into the BglI-XbaI site of the pUAStN-Dam vector [[13](#_ENREF_13)] and then a PCR fragment encoding an FRT-stop-FRT cassette (amplified from pGEM4-FRTpolyA, gift from R. Holmgreen; primer sequences available upon request). Plasmids were verified by sequencing prior to P element transformation performed by BestGene Inc. (Chinmo, USA). Following transformation, the FRTstopFRT cassette was removed using FLP-mediated excision. Using this strategy, we generated *UAS-DamE(spl)m5* and *–m8* lines.

**DNA Adenine Methyltransferase Identification (DamID)**

*Drosophila* DNA adenine methyltransferase identification **(**DamID) was carried out according to a modified protocol based on a method from Vogel et.al. [[14](#_ENREF_14)], with changes made by the A. Brand lab ([www.flychip.org.uk](http://www.flychip.org.uk)). In brief, fly crosses were kept on cage for 15h in 26°C overnight. Embryos at stage ~9-16, were collected and dechorinated for 3 min in 4% bleach. Aliquots of 30µl embryos were washed in PBS and stored at -80˚C. For each preparation embryos were homogenized on ice in a mixture of PBS and RNase A and extracted according to the manufacturer protocol (Qiagen Blood and tissue DNA extraction kit). The DNA were eluted in 100µl 60°C MilliQ water. 2.5µg DNA were digested by Dpn1 (Fermentas) for 1h in 37°C in a total reaction volume of 50µl. The digested gDNAs were then purified using Qiagen PCR purification kit. dsAdR adaptor oligonucleotides were ligated to blunt-ended Dpn1 fragments in Fermentas rapid ligation buffer. DpnII digestion were made using DpnII/Mbol (Fermentas) in Buffer R. The digested DNAs were PCR amplified using Clontech advantage cDNA PCR kit in a total reaction volume of 50µl, 21 times elongation. Following PCR the amplified DNAs were purified once more using the Qiagen kit.

**Chromatin Preparation**

*Drosophila* chromatin preparation was carried out according to the protocol from Négre et al. (<http://wiki.modencode.org/project/uploads/6/6b/ChIP_protocol_NN_07v1.2.pdf>). In brief, *pros-Gal4* (*w1118; P{GMR42G10-GAL4}attP2*; Bloomington stock #50168) males were crossed to *UAS* virgins and kept on cage for 15h at 26°C. Embryos at stage ~12-15, were collected and dechorinated for 3 min in 4% bleach. 200-300mg embryos were used for formaldehyde-crosslinking of chromatin. Embryos were homogenized in a potter homogenizer and cross-linked in a 1.8% formaldehyde buffer and incubated for 15min. Cross-linked lysed material was sonicated twice for 15min, 30sec on, 30 sec off, high level (Diagenode Bioruptor). Aliquots of 200µl chromatin were stored at -80°C. From each chromatin preparation a 20µl aliquot was removed and reverse cross-linked to extract DNA. This step was included to calculate DNA concentration in each chromatin aliquot and to test for fragment size after sonication.

**Chromatin Immunoprecipitation (ChIP)**

The protein of interest was immunoprecipitated according to MERCK Millipore protocol (Manga ChIP protein A/G beads). In brief, aliquots of 200µl chromatin were diluted in ChIP dilution buffer and mixed with αFLAG(m) 1:200 (BPS Bioscience cat: 25003) and 20µl magnetic ChIP beads per reaction (Manga ChIP protein A/G beads, MERCK Millipore) and put in a rotator at 4°C overnight. Bead-bound immuno-complexes were washed subsequently in low salt, high salt, LiCl and TE immuno-complex wash-buffer. The ChIP DNA was eluted with ChIP elution buffer at 65°C and 1300 rounds/min for 6h. Immuno-precipitated DNA was extracted by phenol/chloroform/IAA treatment and EtOH precipitation. Final DNA concentration was measured with Qubit (Invitrogen 2.0).

**DNA Sequencing and Bioinformatics**

Sequencing was carried out by GENEWIZ on the Illumnina HiSeq2500 platform, rapid run mode, in a 50bp (ChIP) or 100 bp (DamID) single-read configuration; ~120M reads/lane were obtained. DNAstar Seqman NGN software (DNASTAR, Inc. version 12.2) was used for sequence assembly. Normalization was done with RPM, Qseq was used for peak detection and the wig-files were aligned to genome assembly dm6 on the UCSC genome browser for visualization [[15](#_ENREF_15)].

### Confocal Imaging and Data Acquisition

Zeiss LSM 700 Confocal microscopes were used for fluorescent images; confocal stacks were merged using Zeiss Image browser LSM software (v4.2) or Adobe Photoshop (CS6). Statistic calculations were performed in Graphpad prism software (v6.05). Images and graphs were compiled in Adobe Illustrator (CS6).

### Statistical Analysis

All statistical calculations were performed using GraphPad Prism software (v6.05). To address statistical significance between only two groups, Student’s t-test was used for normal distributed data, and in case of non-Gaussian distribution, nonparametric Mann-Whitney U test was used. Comparing more than two groups, ANOVA and Dunnett’s posthoc test was used for normal distribution, and Kruskal Wallis with Dunn’s posthoc or Wilcoxon signed rank test for non-Gaussian distribution. To evaluate cell cycle protein levels CNS’s from mutants/overexpression and control embryos were dissected in at least three different separated experiments. The staining intensity was measured in mitotic NBs (pH3+) by means of Adobe Photoshop (CS6) and multiplied with the estimated cell volume to compensate for size. The intensity values from each experiment were standardized, and Student´s t-test was performed on the whole dataset to quantify differences.

**SUPPLEMENTAL REFERENCES**

1. Baumgardt M, Karlsson D, Terriente J, Diaz-Benjumea FJ, Thor S. Neuronal subtype specification within a lineage by opposing temporal feed-forward loops. Cell. 2009;139(5):969-82. PubMed PMID: 19945380.

2. Baumgardt M, Miguel-Aliaga I, Karlsson D, Ekman H, Thor S. Specification of Neuronal Identities by Feedforward Combinatorial Coding. PLoS biology. 2007;5(2):295-308.

3. Buenzow DE, Holmgren R. Expression of the Drosophila gooseberry locus defines a subset of neuroblast lineages in the central nervous system. Developmental biology. 1995;170(2):338-49. PubMed PMID: 7649367.

4. Baumgardt M, Karlsson D, Salmani BY, Bivik C, MacDonald RB, Gunnar E, et al. Global programmed switch in neural daughter cell proliferation mode triggered by a temporal gene cascade. Developmental cell. 2014;30(2):192-208. Epub 2014/07/30. doi: 10.1016/j.devcel.2014.06.021. PubMed PMID: 25073156.

5. Ulvklo C, Macdonald R, Bivik C, Baumgardt M, Karlsson D, Thor S. Control of neuronal cell fate and number by integration of distinct daughter cell proliferation modes with temporal progression. Development (Cambridge, England). 2012;139(4):678-89. PubMed PMID: 22241838.

6. DiAntonio A, Haghighi AP, Portman SL, Lee JD, Amaranto AM, Goodman CS. Ubiquitination-dependent mechanisms regulate synaptic growth and function. Nature. 2001;412(6845):449-52. PubMed PMID: 11473321.

7. Bardin AJ, Perdigoto CN, Southall TD, Brand AH, Schweisguth F. Transcriptional control of stem cell maintenance in the Drosophila intestine. Development (Cambridge, England). 2010;137(5):705-14. Epub 2010/02/12. doi: 10.1242/dev.039404. PubMed PMID: 20147375; PubMed Central PMCID: PMC2827683.

8. Campos-Ortega JA, Hartenstein V. The embryonic development of *Drosophila melanogaster*. New York: Springer-Verlag; 1985.

9. Cooper JL, Till BJ, Henikoff S. Fly-TILL: reverse genetics using a living point mutation resource. Fly. 2008;2(6):300-2. Epub 2008/12/23. PubMed PMID: 19098435.

10. Chanet S, Vodovar N, Mayau V, Schweisguth F. Genome engineering-based analysis of Bearded family genes reveals both functional redundancy and a nonessential function in lateral inhibition in Drosophila. Genetics. 2009;182(4):1101-8. Epub 2009/06/17. doi: 10.1534/genetics.109.105023. PubMed PMID: 19528324; PubMed Central PMCID: PMC2728851.

11. Venken KJ, He Y, Hoskins RA, Bellen HJ. P[acman]: a BAC transgenic platform for targeted insertion of large DNA fragments in D. melanogaster. Science (New York, NY. 2006;314(5806):1747-51. Epub 2006/12/02. doi: 10.1126/science.1134426. PubMed PMID: 17138868.

12. Bischof J, Maeda RK, Hediger M, Karch F, Basler K. An optimized transgenesis system for Drosophila using germ-line-specific phiC31 integrases. Proceedings of the National Academy of Sciences of the United States of America. 2007;104(9):3312-7. Epub 2007/03/16. doi: 10.1073/pnas.0611511104. PubMed PMID: 17360644; PubMed Central PMCID: PMC1805588.

13. Choksi SP, Southall TD, Bossing T, Edoff K, de Wit E, Fischer BE, et al. Prospero acts as a binary switch between self-renewal and differentiation in Drosophila neural stem cells. Developmental cell. 2006;11(6):775-89. PubMed PMID: 17141154.

14. Vogel MJ, Peric-Hupkes D, van Steensel B. Detection of in vivo protein-DNA interactions using DamID in mammalian cells. Nature protocols. 2007;2(6):1467-78. Epub 2007/06/05. doi: 10.1038/nprot.2007.148. PubMed PMID: 17545983.

15. Karolchik D, Barber GP, Casper J, Clawson H, Cline MS, Diekhans M, et al. The UCSC Genome Browser database: 2014 update. Nucleic acids research. 2014;42(Database issue):D764-70. Epub 2013/11/26. doi: 10.1093/nar/gkt1168. PubMed PMID: 24270787; PubMed Central PMCID: PMC3964947.

# Supplementary material for: Control of Neural Daughter Cell Proliferation by Multi-level Notch/Su(H)/E(spl)-HLH Signaling
**Source:** PLoS Genet. 2016 Apr 12;12(4):e1005984. doi: 10.1371/journal.pgen.1005984

Supplemental Figure 3, related to Figure 3

Eya numbers in *E(spl)*-*HLH* mutants,

E(spl)m8-GFP is expressed in NBs, including NB3-3A

A

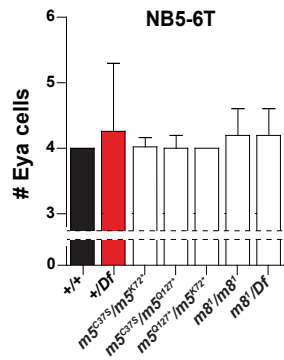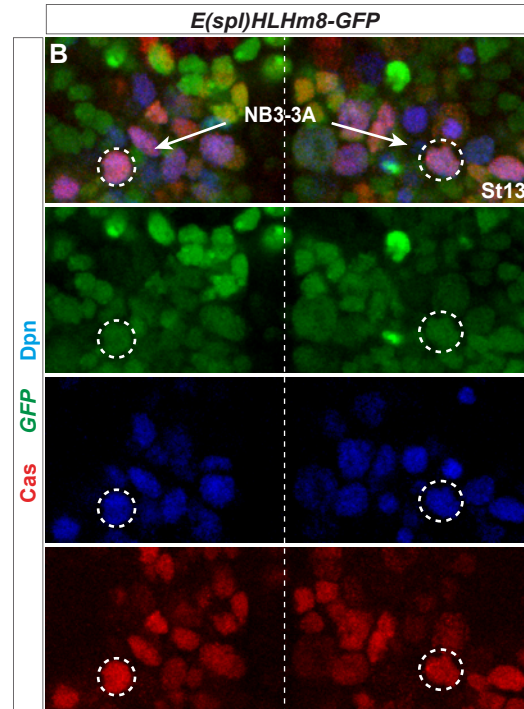

**Supplement:** S3 Fig — (A) Quantification of Eya cells in NB5-6T. The three TILLING alleles identified for m5 do not show significant effects when crossed to each other. This is in contrast to the results found when these m5 alleles are placed over a deletion uncovering all seven E(spl)-HLH genes (Df(3R)BSC751) (S2 Fig). The lack of effect for m8V59M in NB5-6T (Fig 4) is not likely due to that it is a hypomorphic allele, because the previously identified m81 also did not show any effect, even when placed over deficiency (Df(3R)BSC751) (* p ≤0.05, ** p≤0.01, *** p≤0.001; Kruskal-Wallis, Dunn’s posthoc; +/-SD; n≥40 segments). (B) Expression of GFP in the E(spl)HLHm8-GFP transgenic line is observed in NB3-3A, at St13. NB3-3A was identified by position, expression of Eve (not shown; out of the focal plane shown here), Dpn and Cas (known to be selectively expressed by NB3-3A at St13 [74]).

# Supplementary material for: Control of Neural Daughter Cell Proliferation by Multi-level Notch/Su(H)/E(spl)-HLH Signaling
**Source:** PLoS Genet. 2016 Apr 12;12(4):e1005984. doi: 10.1371/journal.pgen.1005984

Supplemental Figure 4, related to Figure 4

Proneurals are not expressed in late NBs, and not affected in *kuz*

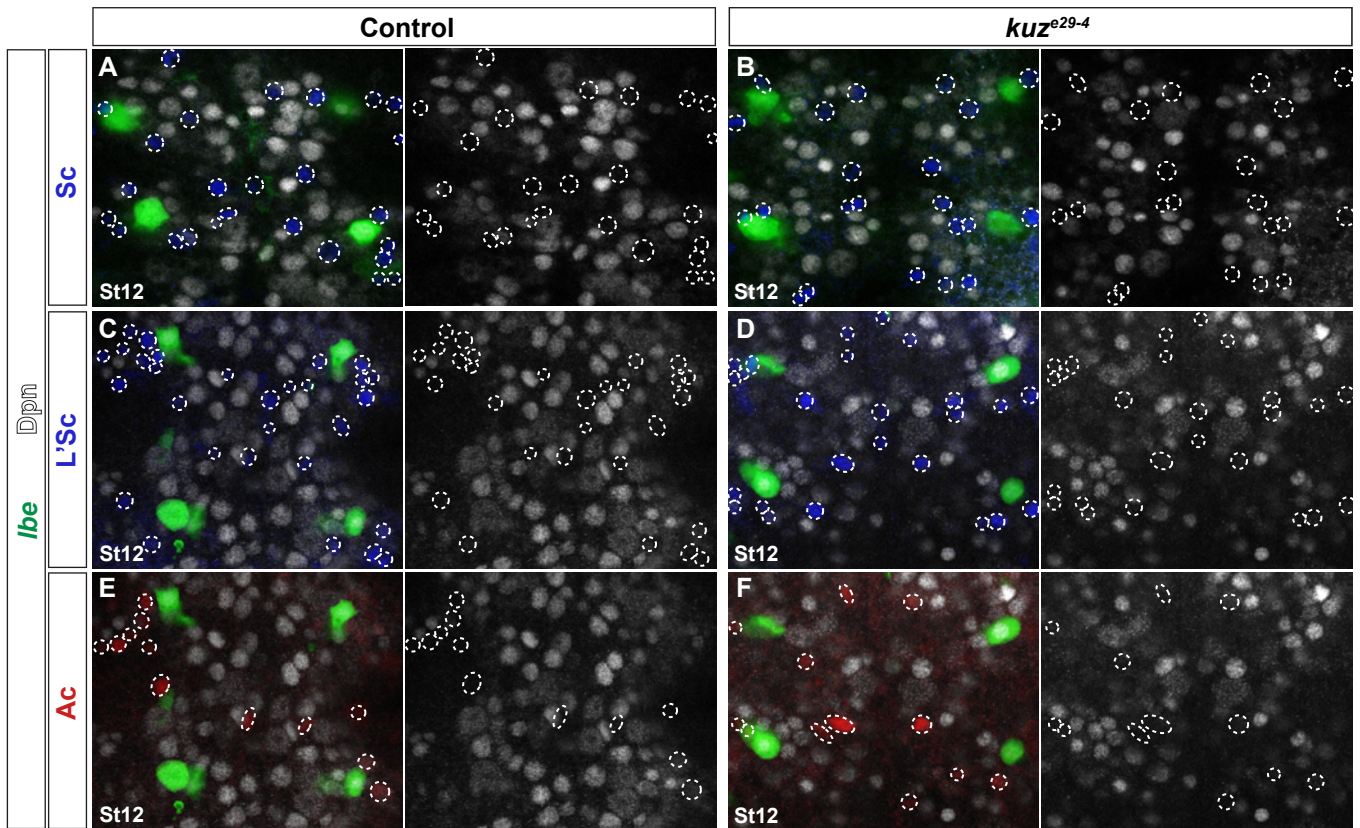

**Supplement:** S4 Fig — Previous studies of Notch signaling during the process of lateral inhibition demonstrated that key targets are the genes of the proneural family of bHLH transcription factors; achaete, scute and lethal-of-scute [34, 35]. Addressing the possible role of these genes in the Type I>0 switch is not trivial, first because of their genetic redundancy, and second because of their prominent role in lateral inhibition; in compound mutants many NBs fail to form during early neurogenesis [75, 76]. However, arguing against their role in NBs during the subsequent Type I>0 switch is the fact that they are known to be rapidly down-regulated immediately following NB delamination [77, 78]. (A-F) Expression of Sc, L´Sc and Ac in thoracic segments T1-T2, at StE12. The NB5-6T lineage is visualized by lbe(K)-GFP and NBs by Dpn. We stained for all three proneural proteins at St12; the time-point at which the Type I>0 switch is in progress globally. While we could detect all three proteins in a minor subset of neurons and glia, we found little if any expression in wild type NBs (A, C, E). We furthermore analyzed Ac, Sc and L-sc expression in kuze29-4, but did not observe any apparent activation of these proteins, in NBs or other cells (B, D, F). While we cannot completely rule out involvement of the proneural genes in the Type I>0 switch, their rapid down-regulation in early NBs, their apparent lack of expression in NBs at the time of the switch, and the lack of effects on proneural expression in kuz mutants, strongly argues against proneural involvement in this Notch function.

# Supplementary material for: Control of Neural Daughter Cell Proliferation by Multi-level Notch/Su(H)/E(spl)-HLH Signaling
**Source:** PLoS Genet. 2016 Apr 12;12(4):e1005984. doi: 10.1371/journal.pgen.1005984

Supplemental Figure 5, related to Figure 5

NICD reduces daughter proliferation, *kuz* interacts with *dap*

A

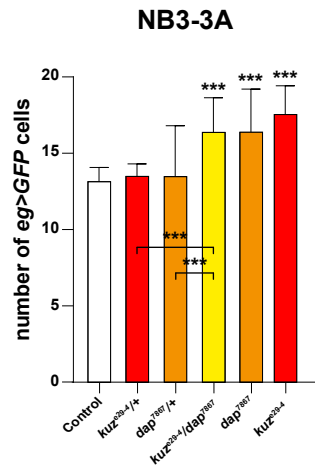

B

Global VNC data

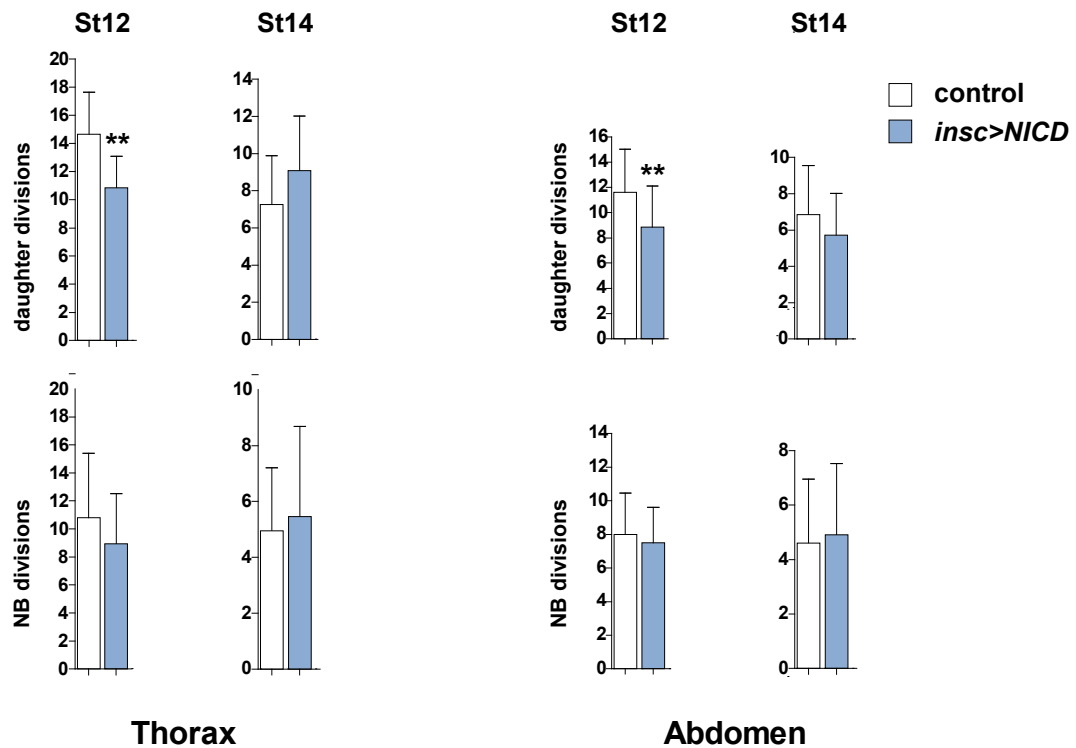

**Supplement:** S5 Fig — (A) Quantification of the number of NB3-3A cells, at St17 (eg-Gal4/UAS-GFP). While dap or kuz heterozygotes do not show significant increase in NB3-3A lineage cells, kuz/dap transheterozygotes show clear effects. These effects are similar to those observed in kuz or dap homozygotes (* p≤0.05, ** p≤0.01, *** p≤0.001; n≥47 lineages; ANOVA with Dunnett’s posthoc test; +/-SD). (B) Quantification of dividing NBs and daughters in the VNC in insc>NICD expression versus control; at two different developmental stages; in the thorax and abdomen (T2-T3 and A1-A2) (* p≤0.05, ** p≤0.01, *** p≤0.001; Student’s two-tailed T-test; n≥20 segments; +/-SD). Reduced daughter proliferation is observed at St12, in both thorax and abdomen, while NBs are unaffected.

# Supplementary material for: Control of Neural Daughter Cell Proliferation by Multi-level Notch/Su(H)/E(spl)-HLH Signaling
**Source:** PLoS Genet. 2016 Apr 12;12(4):e1005984. doi: 10.1371/journal.pgen.1005984

Supplemental Figure 7, related to Figure 5
Stg expression levels in *pros>m8Ck2* and *kuz*;
number of cells in NB5-6T lineage in *pros>m8Ck2*

A

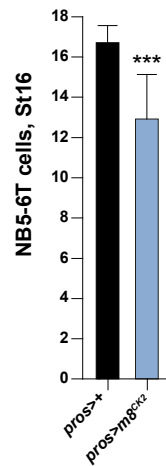

B

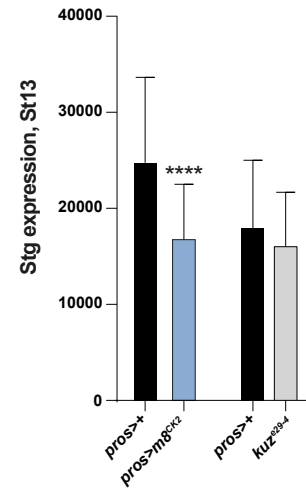

**Supplement:** S7 Fig — (A) Expression of m8CK2, driven by pros-Gal4, results in significantly reduced cell numbers in the NB5-6T lineage (* p≤0.05, ** p≤0.01, *** p≤0.001; +/-SD; Student’s two-tailed T-test; n≥ 24 lineages). (B) Expression of m8CK2, driven by pros-Gal4, results in reduced levels of Stg expression. In kuze29-4 we did not observe significant changes in Stg (* p≤0.05, ** p≤0.01, *** p≤0.001; +/-SD; Student’s two-tailed T-test; n≥26 NBs).

# Supplementary material for: Control of Neural Daughter Cell Proliferation by Multi-level Notch/Su(H)/E(spl)-HLH Signaling
**Source:** PLoS Genet. 2016 Apr 12;12(4):e1005984. doi: 10.1371/journal.pgen.1005984
**Supplement:** S1 Table — Primer pairs and PCR fragment size used for the TILLING of the seven E(spl)-HLH genes. The mutated nucleotide and corresponding amino acid mutation is also shown, as well as the stock numbers from the Stowers collection and the Bloomington stock numbers.

Supplemental Table 1, related to Figure 3. Identification of mutations in the *E(spl)* genes by Fly-TILL

<u>Gene</u>	<u>PCR primer pairs</u>	<u># mutations identified</u>	<u>Mutation</u>	<u>AA change</u>	<u>PCR frag. (bp)</u>	<u>Stowers Stock #</u>	<u>Bloomington Stock #</u>
<i>m8</i>	m8-539 ttagccgtgcgagcgaaaga	8	G343A	V59M	911	SH_1251	61149
	m8-1450 tcccctcccaacatcccaataaag						
<i>m7</i>	m7-314 gctccgcaggtggtggtt	12	G268A	G86E	1011	SH_1228	61150
	m7-1325 agacttctgctcgattgattta		G249A	E80K		SH_1098	61151
			T322A	V104E		SH_0477	61152
<i>m5</i>	m5-1334 cgatcatcaggcgggggaggtta	12	A278T	K72*	1364	SH_0665	61153
	m5-2698 gctgcggctgctgcgggtat		C443T	Q127*		SH_0507	61154
			T173A	C37S		SH_0357	61155
			C582T	T173I		SH_0738	61156
<i>m3</i>	m3-2294 gcaacgcacgcgaacaaactc	5	G144A	E4K	1383	SH_0625	61157
	m3-3677 tggcggactgggacaagaatgaac						
<i>mγ</i>	gamma-4949 tgcgggcaggtgagcgagtc	7	G280A	G50D	1344	SH_0119	61158
	gamma-6293 ttgcgtttctagcgtttccgttct		T437A	N102K		SH_1107	61159
<i>mδ</i>	delta-4356 acggagtggggagagtcca	8	G637T	E161*	1406	SH_0313	61160
	delta-2950 gcgtggtggcagttagg		T323A	L56Q		SH_0657	61161
<i>mβ</i>	beta-2636 cgccggcgcaaaacttcc	14	G445A	E47K	1377	SH_0839	61162
	beta-4013 tgtcccgctcgactcactgtc		T621A	H105Q		SH_0732	61163

Total number of mutations identified: 66

How the deposited data were processed for this re-analysis (not part of the article)

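The study measured where Su(H), E(spl)m5-HLH and E(spl)m8-HLH meet the genome of Drosophila embryos, by ChIP and DamID in 6 conditions and 11 libraries. The deposited tables of peaks could be mapped to 1 condition, the un-driven m8 DamID, and hold 1 of its 2 libraries. The other 5 conditions were not analysed here. All table columns used were matched to this condition, and 0 columns were left unmatched.

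The authors assembled reads of 100 bp to the genome with DNASTAR SeqMan NGen 12.2 and found peaks with Qseq. The deposited RPM of a peak is the number of its reads per 1000000 reads of the library, as the authors normalized it, and it grows with the length of the peak. The deposited count of a Qseq peak is its number of reads. The ratio of count to RPM gave the same total of 1925156 reads from every peak to within rounding (1925113 to 1925193). The p-value of a Qseq peak is the authors' own, and was not used beyond their threshold of 0.05. For the MACS tables the deposited column of p-values holds a score of 50 or more, which is the form of MACS's score of minus 10 times the logarithm of p, and this score was not used in any test. In 2 cells of each MACS table the deposited score had been turned into a date by a spreadsheet. The version and settings of MACS are not given in the sources used here. The RPM values of both MACS tables are whole numbers of reads of the same library to within 0.01 reads in 100% of peaks.

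The paper names the assembly dm6, and notes of the authors in the table say that positions on 3R, 2R and X do not match the locations they looked up. Whether the gene that a peak is said to intersect overlaps the peak in Release 6 was checked per chromosome arm. In the Qseq table the share was 98.9% on 2L, 66.0% on 3L, 0% on 2R, 0% on 3R and 3.20% on X. Sequence and transcript annotation were therefore used on 2L alone, and on the mitochondrial genome, where the gene overlapped the peak in all 42 cases. In this check a gene was counted once for each peak that intersects it. On the other arms, genes were taken from the names in the tables. Of 4443 distinct names, 4073 (91.7%) matched a gene of Release 6 by symbol or by a synonym that a single gene has. Names with a bracket had lost their last part, which affects 141 Qseq peaks. Genes with a bracket in their symbol were left out of tests on gene names, so that the 7 E(spl)-HLH genes were placed by their neighbours and could not be tested as a list.

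Target genes were the genes a peak intersects, or its flanking genes where it intersects none. Of the Qseq peaks, 74.7% intersect a gene. Lists of genes of the E(spl) complex, the cell cycle, the Notch pathway, neuroblasts and other tissues were tested with Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over 15 lists and a threshold of 0.05, against 17557 genes on the chromosome arms. Random lists matched on gene length were drawn 10000 times in 20 length classes. Both tests were tested on simulated data. Nearly all lists of long genes without a true excess passed Fisher's test, and few passed with lists matched on length. Lists with a true excess passed both. The simulated lists were larger than the lists of 4 genes tested here, and their genes were drawn at random. Small lists, clusters of neighbouring genes and shared peaks were not simulated. Peaks at the E(spl) complex, dap, CycE, stg and E2f1 were counted and described, and their values were not tested, since the tables hold a single library. The number of peaks at dap, CycE, stg and E2f1 together was compared with random sets of 4 genes matched on gene length, a comparison chosen after the peaks at these genes had been seen. Motifs were searched in the 694 Qseq peaks of 2L against 1000 random placements of the peaks along 2L.

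The text names each gene the paper names for its ChIP and DamID, the 10 target genes with the highest RPM, and up to 4 target genes per list with the highest RPM. By this rule the 10 genes are CR41619, CR40596, COX1, trnL1, COX2, trnK, trnD, ATP8, ATP6 and CG14621. Other genes, such as CG2022, CG2991, tou, CG43116, lack and InR, were named after their values were seen. The alternatives tried were peaks inside genes alone, regions of 2 kb and 20 kb around CycE, both MACS tables, the upper part of the Qseq peaks split at the median, other backgrounds of genes, and for motifs the central 400 bp of a peak or sequence 5000 bp to its right. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.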

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

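The test of the number of peaks at the 4 cell cycle genes below was chosen after these peaks had been seen, and so was the choice of which signals outside the paper's genes to show.

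Signals in sequence that the paper does not discuss were the strongest of the Qseq table of un-driven m8 DamID. No control library is among the data analysed, so how far they stand above background is not known. The highest Qseq peak, at 14474 RPM, lay on unplaced sequence and named no gene. On the mitochondrial genome the highest peak reached 4273 RPM over COX1, trnL1, COX2, trnK, trnD, ATP8 and ATP6. Neither has a counterpart in the MACS tables. The highest Qseq peak on a chromosome arm named CG14621, at 2417 RPM, while no peak on X exceeds 600.5 RPM in the MACS table above 20 RPM, whose highest peak lies over lack and CG11423. Among genes of the lists that the paper does not discuss as bound, brat (767.7 RPM), mam (616.6 RPM) and CycB (445.7 RPM) had the highest peaks, each above at least 8 of the 9 peaks at the E(spl) complex. The mam peak too has no counterpart in the MACS tables.

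The peaks at the 4 cell cycle genes were set against the density of peaks over all genes. Of random sets of 4 genes matched on gene length, 0.29% carried as many as the 17 peaks of CycE, stg, E2f1 and dap, which argues against peak density and gene length as the whole explanation. The paper took these 4 genes from earlier genetic work and not from the binding data. Genes with wide flanking regions also collect peaks, and this was not matched. Accessible chromatin, which Dam methylates without any fused protein, stays open, because the 11 libraries listed for the study include none of unfused Dam. No biological explanation was tested, since 1 condition was analysed.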

How the results depend on the processing

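The alternatives for gene lists that used protein-coding genes, peaks inside genes alone, the upper part of the peaks or the MACS table, and the comparison of Qseq with MACS peaks, were chosen after the result was seen. No paired analysis was possible because the tables hold 1 library. Of 137 alternative values, 82 kept their side of the threshold or their size, 23 lost the threshold, 1 gained it, 10 changed direction and 21 moved in size with no test.

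In the MACS table above 20 RPM, peak numbers stayed within 1.5 times those of Qseq at all 5 loci: 7 at the E(spl) complex (1 of them also named CG43116), 2 at dap, 2 at CycE, 4 at stg and 7 at E2f1. In the MACS table under 20 RPM, the number was 0 at the E(spl) complex, 0 at dap, 1 at CycE, 0 at stg and 0 at E2f1, by its own limit on RPM. With peaks inside genes alone, 4 remained at the E(spl) complex, 1 at CycE and 1 at stg. In the upper part of the Qseq peaks, dap had 1, CycE had 0 and E2f1 had 5. Within 2 kb of CycE lay 1. The number of peaks was 1993 in that upper part and 1310 under 20 RPM in MACS, with 1508 and 1313 target genes, since both hold fewer peaks.

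Gene lists past the threshold fell from 10 to 5 when matched on gene length, to 5 with the upper part of the peaks and to 1 against genes named in any table, the neuroblast list. In that last comparison the key cell cycle, proneural and cell death lists each had 4 of 4 genes as targets and could not pass at any outcome, so it says nothing about these 3 lists. Against these genes the 4 cell cycle genes had an adjusted p of 0.353, over a range of 0.00158 to 0.018 in the other alternatives. Of 84 values of the other lists, 56 stayed, 22 lost the threshold and 6 changed direction, none of which passed it afterwards: adjusted p was 1 for E(spl)-C other inside genes, 0.7996 for other cell cycle in the upper part, 0.862 for temporal and Hox and 0.862 for neuron against genes named in any table, and 1 for neuron and 0.662 for ribosomal protein genes with matched length.

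The excess of Su(H) sites passed the threshold against sequence 5 kb to the right (5.62 points). For CACGTG the difference turned to -1.05 points in the central 400 bp and -0.58 points against 5 kb to the right, and for GATC to -20.6 points and -0.288 points. The share of Qseq peaks with a MACS peak was 67.3% by centres within 500 bp and 84.9% in the upper part, against 78.3%. The cause was not tested in these cases.

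Not run were regions of 2 kb and 20 kb at loci other than CycE and for gene lists (no gene positions in the tables' numbering), and all alternatives for overlaps between conditions, for replicates and for values per replicate, since 1 library was analysed. At 1925156 reads, a peak of 39 reads is the smallest in the Qseq table.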

Differences from the paper's values

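The peak tables and regions compared here were set before the data were examined, while what counts as a major peak is not defined in the paper's text.

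In un-driven m8 DamID, the paper states 1 major peak in the CycE promoter, and the Qseq table has 0 peaks on a CycE start site. The paper's statement is about binding profiles and not about a list of peaks. In the same library, the MACS table above 20 RPM has a peak of 417.6 RPM on a start site. The reads are thus present there, and what is missing is a peak in the Qseq table. The number is 1 with the MACS table above 20 RPM, and 0 with the MACS table under 20 RPM. Peaks inside genes alone, the upper part of the Qseq peaks and regions of 2 kb or 20 kb around CycE also leave it at 0, but these start from the same Qseq peaks and could not give another number.

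Fig. 6A shows the highest m8 signal of the E(spl) complex at m5, as read by eye, with low signal near m3. In the Qseq table the highest peak covers CR43644 and an E(spl) gene that by gene order is E(spl)m3-HLH, at 716.8 RPM, and it is the highest in the MACS table too, at 417.6 RPM. The scale of the figure is not that of the tables, since the tables give reads of a whole peak. The number of peaks inside dap is 2 in both tables, as in the paper.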

Other observations

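The comparison of the Qseq and MACS tables, its tests, and the test for fewer GATC sites were chosen after the result was seen, while the motif tests and the test with reordered motifs were not.

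The Qseq and MACS tables come from the same library. Of 3973 Qseq peaks, 78.3% overlap a MACS peak (exact binomial interval 76.9 to 79.5%), against 8.43% for peaks placed at random along their chromosome (permutation p = 9.99e-04, the smallest that 1000 placements give). Since both tables were made from the same library, an excess over random placement was bound to appear. The p-value is therefore no evidence of binding, and the interval treats peaks of a single library as independent. Of 4209 MACS peaks above 20 RPM, 1585 have no Qseq peak, among them InR at 945.9 RPM, a peak over lack and CG11423 at 1272 RPM and the CycE peak. Low read density does not account for them as a whole, because 34.4% of the densest 25% of MACS peaks have no Qseq peak, though the share is higher, 58.8%, in the least dense 25%. Nor does repeated sequence outside the chromosome arms, since 38.5% have none on the 5 large arms. What else separates the tables stays open. Of 2392 Qseq peaks that lie wholly inside a MACS peak, 988 hold more reads than the whole MACS peak, up to 24.6 times as many, so that the tables do not count the same reads. No MACS peak exceeds 1.32 reads per bp, and 16 of the 3973 Qseq peaks do, the highest of them at 28.3 on unplaced sequence.

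In the 694 Qseq peaks of 2L, the E box CACGCG was found in 22.3%, against 14.5% after random placement (one-sided permutation p = 9.99e-04, adjusted p = 0.005 over 5 motifs). The Su(H) site YGTGDGAA was found in 17.1% against 14.6% (permutation test, adjusted p = 0.0849), the N box CACNAG in 59.8% against 62.0% (adjusted p = 0.9) and the E box CACGTG in 10.4% against 10.2% (adjusted p = 0.589). Base composition was tested with reordered motifs of the same bases. For CACGCG the excess was 8.04 points and the highest of 11 reordered versions reached 6.69 points, and 11 versions are too few to tell the motif apart from base composition. For the Su(H) site the excess was 2.59 points, and of 100 reordered versions 1 was as large, at 2.64 points, which argues against base composition for its excess, though that excess did not pass the threshold. Open chromatin stays open for both and was not tested.

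GATC was found in 78.7% of these peaks, against 77.1% after random placement (adjusted p = 0.265), but in 36.7% of their central 400 bp against 57.3% (one-sided permutation p = 9.99e-04 for fewer). In DamID, reads lie between GATC sites. On the mitochondrial genome, which holds 27 GATC sites, 12 of 17 Qseq peaks contain one (70.6%, exact binomial interval 44.0 to 89.7%). The mitochondrial sequence searched is another record than the one on which the peaks are numbered. Positions were not converted, so that this share is approximate.

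Su(H) itself carried a Qseq peak of 108.0 RPM on 2L and a MACS peak of 86.7 RPM.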
